# Maternal Obesity Induces the Meiotic Defects and Epigenetic Alterations During Fetal Oocyte Development

**DOI:** 10.1002/advs.202309184

**Published:** 2024-06-13

**Authors:** Shoubin Tang, Huihua Wu, Qiuzhen Chen, Tao Tang, Jiashuo Li, Huiqing An, Shuai Zhu, Longsen Han, Hongzheng Sun, Juan Ge, Xu Qian, Xi Wang, Qiang Wang

**Keywords:** epigenetics, meiosis, obesity, oocyte, time‐restricted feeding

## Abstract

It has been widely reported that obesity adversely impacts reproductive performance of females. However, the effects of maternal obesity on fetal germ cells remain poorly understood. In the present study, by employing a high‐fat diet (HFD)‐based mouse model, it is discovered that maternal obesity disrupts the chromosomal synapsis and homologous recombination during fetal oogenesis. Moreover, transcriptomic profiling reveales the potential molecular network controlling this process. Of note, the global hypermethylation of genomic DNA in fetal oocytes from obese mouse is detected. Importantly, time‐restricted feeding (TRF) of obese mice not only ameliorate the meiotic defects, but also partly restore the epigenetic remodeling in fetal oocytes. In sum, the evidence are provided showing the deficit fetal oogenesis in obese mother, implicating a mechanism underlying the intergenerational effects of environmental insults. TRF may represent a potentially effective approach for mitigating fertility issues in obese patients.

## 1 Introduction

The process of oogenesis starts in the fetal ovaries with the development of oogonia from primordial germ cells (PGCs). Mouse PGCs emerge at embryonic day (E)7.25 at the base of the allantois and migrate by a well‐defined route into the genital ridges.^[^ ^1^ ^]^ At E13.5, female PGCs are entering into meiosis, as they, now termed primary oocytes, begin to condense chromatin into chromosomes and assembly the synaptonemal complex to mediate homologous chromosome alignment, synapsis, and recombination. Recombination is initiated by programmed DNA double‐strand breaks (DSBs) which are generated by SPO11 (SPO11 initiator of meiotic double stranded breaks). These meiotic DSBs recruit a series of recombination proteins, forming recombination foci and facilitating the synapsis of homologous chromosomes during the zygotene stage.^[^ ^2^ ^]^ The subsequent invasion of the homolog's duplex by the 3′ single‐stranded DNA is mediated by recombinases DNA meiotic recombinase 1 and RAD51 (Radiation sensitive protein 51).^[^ ^3^, ^4^ ^]^ The maturation of recombination foci continues while chromosomes achieve full synapsis during the pachytene stage, ultimately leading to either crossover or non‐crossover events.^[^ ^2^ ^]^ During this process, PGCs and primary oocytes undergo a series of coordinated epigenetic reprogramming events, including global DNA methylation erasure.^[^ ^5^, ^6^ ^]^ The average DNA methylation level drops from 77.7% in the E6.5 epiblast to 5.0% in E11.5 PGCs, further decreasing to 3.8% in E13.5 female PGCs, and this highly hypomethylated state persists in E16.5 oocytes (5.6%).^[^ ^7^ ^]^ Epigenetic modifications of germ cells are highly sensitive to environmental exposures, specifically the parental nutrition.^[^ ^8^, ^9^, ^10^ ^]^

Although it is becoming increasingly evident that maternal obesity has permanent effects on a range of physiological processes in the offspring, scant information is available about the consequence of such condition for oogenesis in mammals. Our research and others have shown that exposure to maternal obesity before and during pregnancy leads to delayed early embryo development and fetal growth retardation in mice.^[^ ^8^, ^11^, ^12^ ^]^ It has been suggested that these adverse effects stem from factors within the oocyte rather than the uterine environment.^[^ ^13^, ^14^ ^]^ Emerging evidence indicates that meiotic defects, mitochondrial dysfunction, and abnormal genome methylation in oocytes may contribute to the offspring phenotypes.^[^ ^15^, ^16^, ^17^, ^18^, ^19^, ^20^, ^21^, ^22^ ^]^ However, to date, the effects of maternal obesity on fetal oocytes have not been investigated. On the other hand, several interventions have been proposed to rejuvenate cells and organs, delay the onset of obesity‐related diseases, and extend health span, such as caloric restriction (CR), intermittent fasting (IF), and time‐restricted feeding (TRF).^[^ ^23^, ^24^, ^25^ ^]^ TRF restricts the timing of calorie intake without altering the total calorie consumption.^[^ ^26^, ^27^, ^28^ ^]^ Numerous studies have shown that TRF can prevent the obesity‐related phenotypic defects, including metabolic changes, inflammation and weight gain.^[^ ^29^, ^30^, ^31^, ^32^ ^]^

In this study, we discovered the abnormal meiotic recombination and incomplete genome methylation erasure in fetal oocytes from HFD‐exposed mice. Moreover, we found that TRF intervention is able to partly prevent these adverse effects of maternal obesity on fetal germ cells.

## 2 Results

### 2.1 Maternal Obesity Affects Meiotic Progression in Fetal Oocytes

While previous studies have documented the impact of maternal obesity on the growth of fetus,^[^ ^16^, ^18^ ^]^ however, the comprehensive assessment of fetal oocyte development was lacking. Female mice were continuously fed either a high‐fat diet (HFD) or a normal diet (ND) for 4 months starting at 3 weeks of age (**Figure** **1**a), as we described before.^[^ ^8^ ^]^ Expectedly, female mice fed the HFD became obese (Figure S1a, Supporting Information), displaying impaired glucose tolerance and insulin resistance (Figure S1b–f, Supporting Information). Then these mice were mated with normal males, and fetuses were harvested for further evaluation (Figure 1a). Significant developmental failure and growth retardation were observed in E18.5 fetuses from HFD mice, as evidenced by the number of live pups, resorptions per litter (Figure 1b; Figure S2e, Supporting Information), and fetal length/weight (Figure 1c–e). Similar results were observed in embryos at E13.5 (Figure S2a–d,f, Supporting Information), indicating that the development of fetuses in HFD mice is already compromised at this early stage.

**Figure 1:**
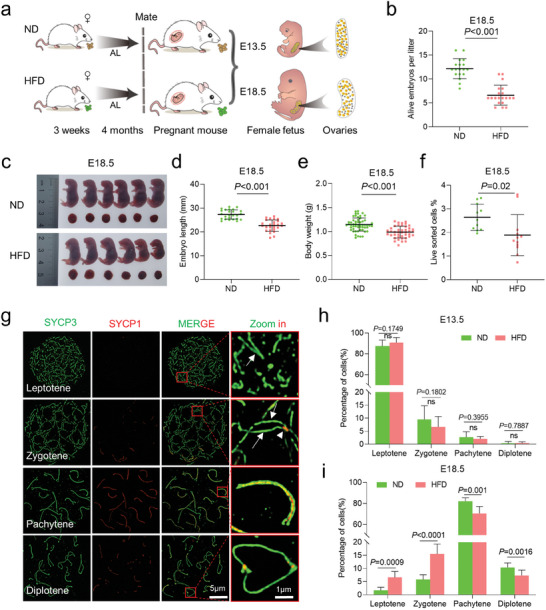
Maternal obesity impairs fetal development. a) Diagram illustrating the high‐fat diet (HFD) model in ICR female mice. Normal diet (ND) mice were provided with a standard diet and HFD with high‐fat diet. Mice were subjected to either ND or HFD feeding for a duration of 4 months, starting at 3 weeks of age. Subsequently, they were mated with ND males, and the fetuses were harvested at embryonic days 13.5 (E13.5) and 18.5 (E18.5). b–e), Maternal obesity exerts adverse effects on embryonic development at E18.5, as evidenced by morphological evaluations of the embryos. Fetal development was assessed by measuring the number of alive fetuses b) ND = 18 and HFD = 20 litters at E18.5), crown–rump length c,d) *n* = 25 for ND and *n* = 26 for HFD) and body weight e) *n* = 55 for ND and *n* = 42 for HFD) in live embryos. f) Quantitative analysis of the number of SSEA‐1^+^ oocytes in each fetus at E18.5 (*n* = 11 for ND and *n* = 12 for HFD). g) Immunofluorescence staining of SYCP1 (red) and SYCP3 (green) in oocyte cytospreads, as observed by SIM. Oocytes were obtained from the ovaries of female fetuses at E13.5 and E18.5. Magnified views highlight the presence of SYCP1 and SYCP3. h,i) Distribution of meiotic stages in oocytes from E13.5 (1065 ND and 1173 HFD cells across ten biological replicates.) and E18.5 (1170 ND and 1245 HFD cells across 10 biological replicates.) fetuses in the ND and HFD groups. Data are presented as mean ± SD. Student's *t*‐test (two‐tailed) was employed for statistical analysis. Significance was set at P‐value <0.05.

The evident fetal growth restriction prompted us to investigate whether fetal oocyte development was impaired. Oocytes from ND and HFD female fetuses were isolated from single E13.5 and E18.5 embryos, respectively, using fluorescence‐activated cell sorting (FACS) and SSEA‐1 antibody. A marked reduction in the number of oocytes was observed in E18.5 HFD fetuses compared to ND fetuses (Figure 1f), but no differences were found at E13.5 (Figure S2g, Supporting Information). The numbers of gonad somatic cells were also comparable between E13.5 and E18.5 (Figure S2h,i, Supporting Information). The results suggest that maternal obesity seems to have little effect on gonad development, but rather disturbs the oogenesis.

To determine whether meiotic progression was disrupted in HFD fetal oocytes, we examined the chromosome behavior during meiotic prophase I using high‐resolution structured illumination microscopy (SIM) (Figure 1g). The synaptonemal complex comprises two axial elements (AEs) and a central element (CE), connected by transversal filaments (TEs). AEs labeled by SYCP3 appear as two separate strands (arrows, green signal), while SYCP1 forms homodimers located in the CE (arrowheads, red signal). AEs are fully formed at zygotene stage, and oocytes achieved synapsis on autosomes at pachytene stage, as evidenced by the continuous SYCP1 signals. The proportions of oocytes at different meiotic stages were analyzed at E13.5 and E18.5, respectively (Figure 1h,i). The results indicated that meiotic prophase I progression was not affected in E13.5 oocytes (Figure 1h). However, in E18.5 HFD fetal oocytes, there was a significant increase in the proportion of oocytes at leptotene and zygotene stages and a reduction in pachytene and diplotene stages compared to ND oocytes (Figure 1i). Based on these data, we conclude that maternal obesity impairs fetal development and disturbs meiotic progression in fetal oocytes. The delay in meiosis prophase I may contribute to the reduced oocyte numbers observed in HFD fetal oocytes.

### 2.2 Maternal Obesity Disrupts Chromosomal Synapsis in Fetal Oocytes

To determine the potential reason for the disturbed meiosis in HFD fetal oocytes, we assessed the synaptonemal complex structures in pachytene oocytes. In ND fetal oocytes, synapsis was initiated in some chromosomes, and SYCP1 was found along the SYCP3 axis in CE on fully synapsed chromosomes. Notably, SYCP1 signals were absent in HFD fetal oocytes at pachytene stage. There was always a large number of autosomes that remained unsynapsed (**Figure** **2**a, arrows) in comparison to the synapsed chromosomes (Figure 2a, arrowhead). These oocytes are therefore called “pachytene‐like cell” in this paper (defined by more than five synapsed chromosome pairs per cell). Statistical analysis revealed a reduction in the numbers of fully synapsed chromosomes in fetal pachytene oocytes from HFD mother (Figure 2b). Additionally, we used CREST antibodies to label centromeric loci and counted their numbers (Figure 2c, arrows). A significant increase was observed in HFD fetal oocytes, with more than 25 per cell (Figure 2d). Together, we conclude that most autosomes in HFD fetal oocytes failed to complete synapsis.

**Figure 2:**
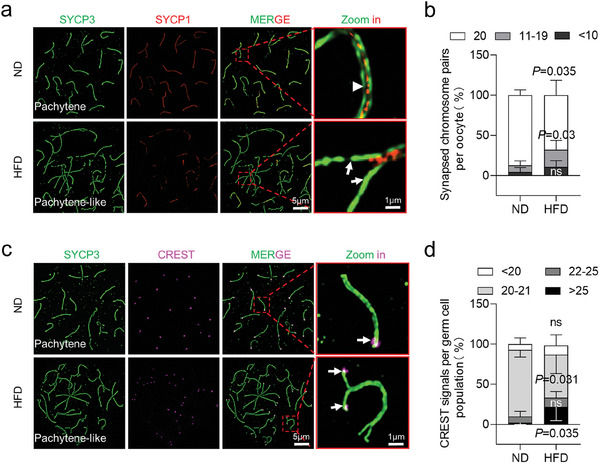
Disrupted chromosomal synapsis in HFD fetal oocytes. a) Chromosome spreads of oocytes from E18.5 ND and HFD fetuses were immunostained for SYCP3 (green) and SYCP1 (red) at pachytene. Arrows indicate synapsed chromosomes, while arrowheads indicate a single chromosome. Magnified views of the synapsed region reveal that SYCP1 was localized in the central region of SCs in a continuous or discontinuous pattern in ND and HFD oocytes. b) The percentage of synapsed chromosome pairs in ND and HFD fetal oocytes. The percentages were determined by counting 180 ND cells across six biological replicates and 210 HFD cells across seven biological replicates. c) Chromosome spreads of oocytes from E18.5 ND and HFD fetuses were immunostained for SYCP3 (green) and CREST (purple) at pachytene. Arrowheads indicate CREST signals. d) CREST staining reveals unpaired chromosomes in HFD E18.5 female oocytes. CREST foci were counted in 180 ND and 168 HFD cells across 5 biological replicates. Data are presented as mean ± SD. Student's *t*‐test (two‐tailed) was employed for statistical analysis. Significance was set at P‐value <0.05.

### 2.3 Impaired Meiotic Recombination in HFD Fetal Oocytes

Next, we evaluated meiotic DSB repair by analyzing the localization of phosphorylated H2AX (γ.H2AX), a marker for DNA double‐strand breaks. γ.H2AX marks unrepaired DNA lesions and the sex body in pachytene cells (**Figure** **3**a). In ND fetal oocytes, γ.H2AX signal was only observed at the XY bodies (Figure 3a, white circle, green signal), indicating the completion of autosomal recombination. In contrast, HFD fetal oocytes showed the persistent γ.H2AX signals on the autosomes (Figure 3a, arrows, Figure 3b), implying a failure in the repair of DSBs. To more specifically assess meiotic DSB repair and recombination, we conducted immunostaining for two markers, RAD51 recombinase (Figure 3c) and replication protein A2 (RPA2) (Figure 3e). As shown in Figure 3c–f, maternal obesity did not alter quantity of RAD51 and RPA2 foci in leptotene and zygotene oocytes. However, their numbers were markedly elevated in HFD fetal oocytes at pachytene stage, reflecting the defective meiotic recombination.

**Figure 3:**
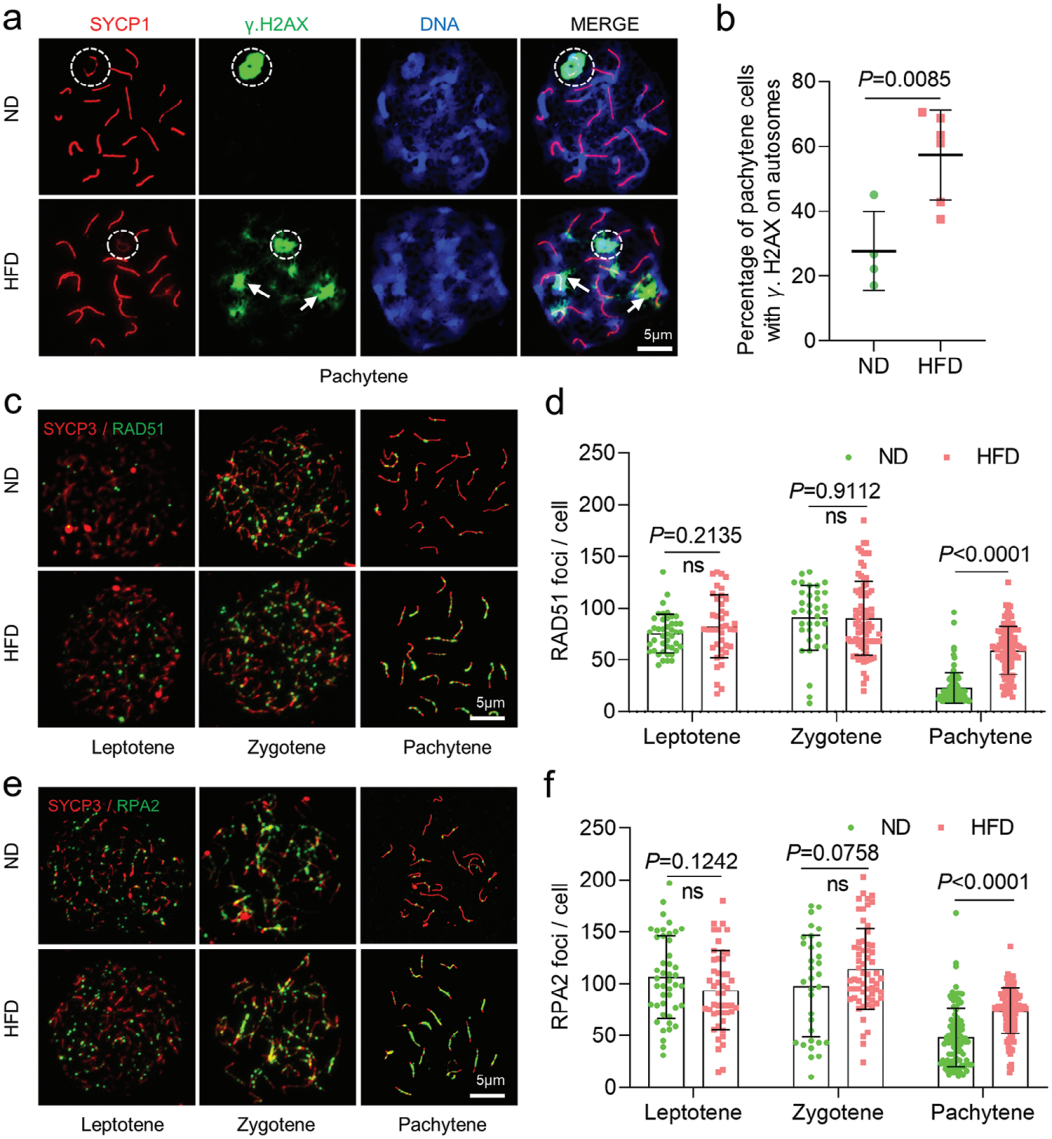
Impact of obesity on DSB formation and repair in fetal oocytes. a) Chromosome spreads of fetal oocytes from E18.5 ND and HFD mice were immunostained for SYCP1 (red), γ.H2AX (green), and counterstained with DAPI (blue) for nuclei at pachytene. A white circle indicates the XY body, and arrows indicate γ.H2AX signals within autosomes. b) Percentage of pachytene oocytes containing γ.H2AX foci on autosomes. *n* = 103 for ND cells across 4 biological replicates and *n* = 177 for HFD cells across 6 biological replicates. c) Immunostaining for RAD51 (green) and SYCP3 (red) was performed on ND and HFD oocytes from E18.5 female fetuses. Representative images of oocytes at the leptotene, zygotene, and pachytene stages are shown. d) Graphs depict the quantification of RAD51 foci numbers per cell at the leptotene, zygotene, and pachytene stages. Each dot represents the number of DNA repair protein foci per cell. *n*  =  176 biologically independent oocytes for ND; *n*  =  220 biologically independent oocytes for HFD. e) Immunostaining for RPA2 (green) and SYCP3 (red) was performed on ND and HFD oocytes from E18.5 female fetuses. Representative images of oocytes at the leptotene, zygotene, and pachytene stages are shown. f) Graphs show quantification of RPA2 foci numbers per cell at leptotene, zygotene, and pachytene stages. *n*  =  177 biologically independent oocytes for ND; *n*  =  210 biologically independent oocytes for HFD. Data are presented as means ± SD, significance was set at P‐value <0.05, and “n.s.” indicates no statistical significance.

Successful mismatch repair is critical for DNA recombination and crossover formation during meiotic prophase I. Therefore, we further examined the quantity and location of potential crossover sites at pachytene stage using MLH1 (MutL protein homolog 1) as a marker (Figure S3a, Supporting Information). A significant increase in crossover numbers was observed in HFD compared to ND fetal oocytes (Figure S3a,b, Supporting Information). Similarly, more chromosomes with two MLH1 sites were also found in HFD fetal oocytes (Figure S3a,c, arrows, Supporting Information). These results indicate that the defects in meiotic prophase I in HFD fetal oocytes are likely due to the alterations in homologous recombination.

### 2.4 Identification of Target Genes of Obesity in HFD Fetal Oocytes

To further dissect the underlying mechanisms mediating the effects of maternal obesity on fetal germ cells, we performed RNA‐Seq analysis of oocytes from E18.5 fetuses (**Figure** **4**a). 

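RNA from oocytes of E18.5 fetuses was amplified with SMART‐Seq2, a method for small amounts of RNA, and sequenced as 2 samples from ND mothers and 2 samples from HFD mothers. Each sample pooled 300 oocytes taken from 10 fetuses. The authors trimmed the reads with Trim Galore, aligned them to mm10 with HISAT2 and counted reads on genes with featureCounts. The counts were used as deposited, one library per sample, as whole numbers on Ensembl gene identifiers without normalization. ND replicate 1 held 8223255 counted reads and ND replicate 2 held 7815015. HFD replicate 1 held 6456825 and HFD replicate 2 held 5723605. Between 37836 and 43219 genes per library had at least 1 count, and the 50 most abundant genes of each library took 19.1% to 30.3% of its counts. A floor of 3 counts corresponded to 0.365 to 0.524 CPM (counts scaled to a common library total) across the libraries. Such floors cover counting error only, since the reads carry no molecular identifiers. Gene names and positions were taken from GENCODE M21 on GRCm38, the assembly of mm10, which listed 55141 of the identifiers and lacked 260. Counts were normalized with the TMM method of edgeR, which gave factors of 1.02 and 0.940 for the ND libraries and 0.692 and 1.51 for the HFD libraries. Genes were kept by edgeR's filterByExpr, and the diets were compared with its quasi-likelihood test and Benjamini‐Hochberg adjustment, at the paper's limits of a fold change over 1.5 and an adjusted p under 0.05. Olfactory receptor genes were taken as a measure of background. In each library the background limit was the 99th percentile of reads per kilobase of exon over 1093 of these genes, between 7.36 and 12.5 reads per kilobase, and a gene had also to exceed 3 counts. This measure was chosen after the counts had been seen. Reads were present on 79.96% to 96.07% of the olfactory receptor genes. Above the background limit were 9583 and 7842 genes in ND replicates 1 and 2 and 4820 and 6506 in HFD replicates 1 and 2. At least 10 counts were held by 20261 and 17690 genes in the ND libraries and by 13174 and 20474 in the HFD libraries. Fewer genes thus rose above background in HFD, which bears on genes that are at background in HFD only.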

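Principal components of the E18.5 fetal oocyte libraries were computed on log2 CPM of 19335 genes, with a prior count of 2 and each gene centred. The first component held 43.1% of the variance, the second 30.4% and the third 26.6%. On the first component, HFD replicate 1 scored 223, whereas ND replicate 1, ND replicate 2 and HFD replicate 2 scored -91.1, -83.4 and -48.4. On the second component, ND replicate 1 scored 132, HFD replicate 1 scored 22.8, ND replicate 2 scored 15.5 and HFD replicate 2 scored -171. The difference between diets made up 45.2% of the sum of squares on the first component and 46.1% on the second. Restricting the input to the 500 most variable genes moved these shares most, to 81.6% and 3.07%. The Euclidean distance was 291 between the ND libraries, 340.5 between the HFD libraries and 325 on average between libraries of different diets. The mean distance between diets was thus 1.03 times the mean distance within diets. The same ratio was 0.995 for replicates 1 against replicates 2 and 0.978 for the remaining split into pairs, so that the diets gave the highest of the 3 splits. With each gene scaled to unit variance the diets were not the highest, at 1.002 against 1.004 for replicates 1 against replicates 2. Without scaling, in an exact permutation test this is p = 0.333, the smallest p that 2 libraries against 2 allow. Across the genes, Pearson's r was 0.480 between the ND libraries, 0.365 between the HFD libraries and 0.359 to 0.392 between libraries of different diets, where genes are not independent replicates.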

Principal component analysis (PCA) clearly showed that ND and HFD fetal oocytes at E18.5 were clustered into two groups (Figure 4b). 

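Of 19335 genes tested, 0 were higher and 0 were lower in HFD fetal oocytes at a fold change over 1.5 and an adjusted p under 0.05. The smallest adjusted p was 0.406 from edgeR's quasi‐likelihood test. At an unadjusted p under 0.05 there were 2171 genes, 932 higher and 1239 lower, where 967 are given by chance if p is uniform. The splits of the same libraries without regard to diet gave 1966 and 1808 such genes, and limma‐voom gave 750 between the diets. Replacing the test by DESeq2's Wald test on all genes, the tool that the paper names, moved the counts most, to 1360 genes higher and 1179 lower. Among the genes whose HFD values both lay on the same side of both ND values, a pattern that chance gives for 33.3% of genes, the 3 smallest p in each direction belonged to genes that the paper's text does not name, of which Gm15758, Gm42900 and Gm7125 are in its Table S1. Gm15758, a processed transcript on chromosome 8, had 1 count in each ND library and 88 and 43 counts in HFD replicates 1 and 2. This is at least 32.1-fold higher on the mean of the HFD libraries. Its fitted log2 fold change moved from 6.41 to 5.14 without HFD replicate 1. Gm42900 had 2 and 4 counts in the ND libraries and 44 and 131 in the HFD libraries. Its log2 fold change was 4.95 (standard error 0.77) and lay between 4.48 and 5.62 with each library left out in turn. Gm32014 had a log2 fold change of 2.37 (standard error 0.39), with 7 and 5 counts in the ND libraries and 16 and 38 in the HFD libraries, all of them at background. The processed pseudogene Supt4b had 47 and 29 counts in the ND libraries and 0 in both HFD libraries. This is at least 9.39-fold lower on the mean of the ND libraries. Gm6063, also a processed pseudogene, had 37 and 96 counts in the ND libraries and 1 and 2 in the HFD libraries, at least 17.2-fold lower on the mean of the ND libraries. Gm7125, a long intergenic RNA, had 124 and 313 counts in the ND libraries and 1 and 2 in the HFD libraries, at least 56.4-fold lower on the same mean. Without ND replicate 2 the fitted log2 fold change moved from -5.15 to -4.17 for Gm6063 and from -6.87 to -5.91 for Gm7125. Supt4b matched its parent gene Supt4a at 99.1% identity, which had 14845 and 18315 counts in ND and 9 and 28 in HFD. Gm6063 matched Ppia at 96.6% identity, which had 9467 and 12290 counts in ND and 845 and 265 in HFD. Reads shared with these parents are not excluded, so the 2 pseudogenes may not have changed apart from them. Of the 1704 genes in the paper's Table S1, 1565 were found by name in the count files and 1502 had a fitted fold change. The sign was that of Table S1 for 1500 of them, 931 also had an unadjusted p under 0.05, and 0 passed the adjusted limit. Table S1 was drawn from these same libraries and is not independent evidence.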

Transcriptome profiles revealed that 907 differentially expressed genes (DEGs) were downregulated and 797 DEGs were upregulated in HFD fetal oocytes (Figure 4c,d; Table S1, Supporting Information). In these DEGs, we found a significant enrichment in oogenesis, DNA recombination, and epigenetic modifications (Figure 4e). For example, gene ontology (GO) analysis revealed the upregulated genes associated with the autophagy (e.g., *Atg14*), DNA methylation (e.g., *Dnmt1, Ezh1*, and *Jarid2*), oogenesis (e.g., *Pak1, Nobox*, and *Sohlh1*), and DNA replication (e.g., *Lig1*) (Figure 4e,f). By contrast, the majority of downregulated genes are enriched in chromosome segregation (e.g., *Hormad2*, *Aurka*, and *Bub1*), histone methylation (e.g., *Mettl15* and *Kmt2e*), double‐strand break repair (e.g., *H2ax*, *Rad51*), and meiotic cell cycle (e.g., *Ddx4* and *Topbp1*) in HFD fetal oocytes (Figure 4g,h). Collectively, these results indicate that epigenetic modifications and genetic stability are evidently altered in fetal oocytes exposed to maternal obesity.

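Lists of genes written by hand before the counts were seen, and named after the paper's categories, were compared between diets with limma's camera test, two‐sided, with a preset correlation of 0.01 between genes. The adjusted p covers the 19 lists tested. The DNA replication list was lower in HFD fetal oocytes, with 22 of 29 tested genes lower and 7 higher (adjusted p = 0.00177 from camera). Of all 32 genes of this list, 20 and 23 exceeded background in the ND libraries and 8 and 7 in the HFD libraries. This list did not pass with an estimated correlation between genes (adjusted p = 0.345) or with fry (adjusted p = 0.0751), and no other list passed under those settings. The oogenesis list had 14 of 20 genes higher and an adjusted p of 0.0518, which fell to 0.0023 when DESeq2's Wald statistics were used instead. The chromosome segregation list had 22 of 33 genes lower (adjusted p = 0.107). The histone methylation list had 13 genes higher and 11 lower (adjusted p = 0.351), the DNA methylation list 9 higher and 7 lower (adjusted p = 0.853), and the autophagy list 13 higher and 17 lower (adjusted p = 0.706). Adjusted over the list alone, 0 genes of the oogenesis, DNA replication, DNA methylation, histone methylation and autophagy lists passed, and 1 gene of the chromosome segregation list. Adjusted over all genes tested, 0 genes of these lists passed, whereas 6, 7, 1, 2, 6 and 8 genes had an unadjusted p under 0.05, in the same order.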

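The 16 genes that the paper names as upregulated all had a fitted log2 fold change above 0, between 5.78 and 8.28, and 8 of them had an unadjusted p under 0.05. None passed over all genes tested, and 0 passed when adjusted over the list alone, a list that the study chose on these libraries. All 16 were called by DESeq2 on all genes. In 9 of the genes both HFD values lay above both ND values. Both ND libraries were at background for 9 genes, and both HFD libraries were above background for 8 genes, while the other 8 exceeded it in 1 HFD library. Atg14, on chromosome 14 from 47540893 to 47570649, had 25 and 36 counts in ND replicates 1 and 2 and 5962 and 1955 counts in HFD replicates 1 and 2. Its log2 fold change was 7.62 (standard error 2.29) and lay between 5.86 and 8.44 with each library left out in turn. Nobox, on chromosome 6 from 43303674 to 43309554, had 14 and 50 counts in the ND libraries and 8252 and 3246 in the HFD libraries. Lig1, on chromosome 7 from 13277283 to 13311433, had 42 and 72 counts in the ND libraries and 2147 and 10258 in the HFD libraries. Dnmt1 had 107 and 210 counts in the ND libraries and 1691 and 17242 in the HFD libraries, and was above background in all 4. Ezh1 was carried mainly by HFD replicate 1, with 3751 counts against 131 in HFD replicate 2, and its log2 fold change fell from 6.87 to 2.08 without the former. Sohlh1 had 10997 counts in HFD replicate 2 and 19 in HFD replicate 1, and its log2 fold change was 8.28 with all libraries and 1.08 without HFD replicate 2. Jarid2 had 14645 counts in HFD replicate 2 and 51 in HFD replicate 1, against 65 and 97 in the ND libraries. Its log2 fold change of 6.36 became 0.17 without HFD replicate 2. Pak1 had 2691 counts in HFD replicate 1 and 23 in HFD replicate 2, against 25 and 24 in the ND libraries, and its log2 fold change changed from 6.58 to -0.21 without HFD replicate 1. The sign also changed for Sirt2 without HFD replicate 1, to -0.44, and for Sycp2 and Pik3r1 without HFD replicate 2, to -0.23 and -0.08. Leaving out 1 HFD library also brought Irs1 and Paf1 under a fold change of 1.5, and Mapk10 to a log2 fold change of 0.85.

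**Figure D1:**
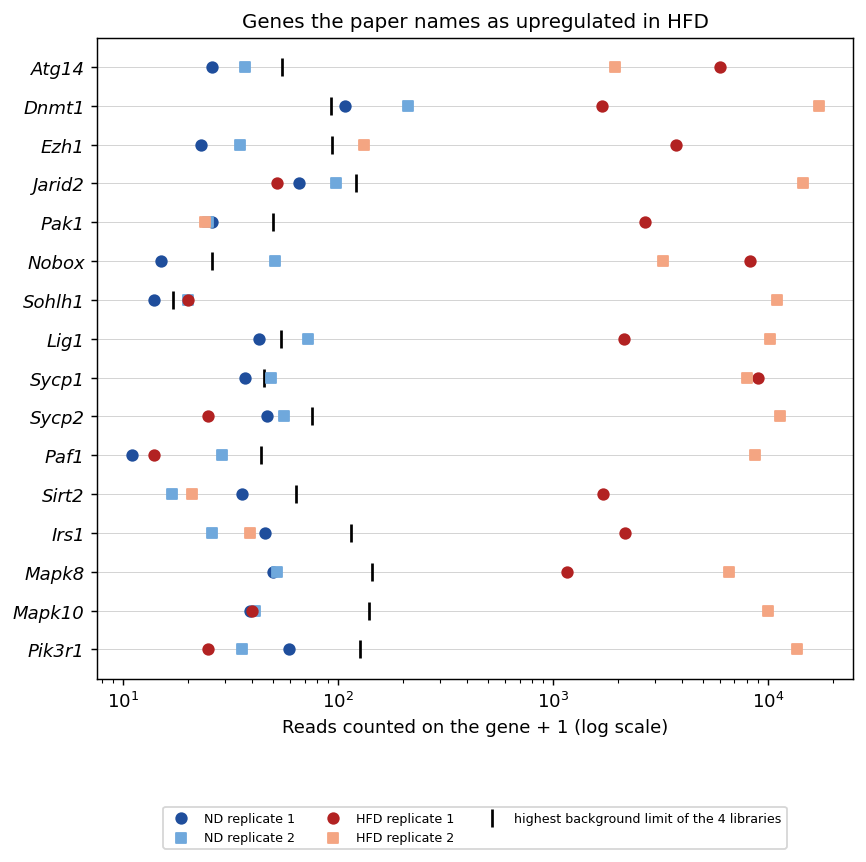
Reads counted on each gene plus 1, on a log scale, in the 4 libraries of E18.5 fetal oocytes, for the 16 genes that the paper names as upregulated. Points are single libraries, and the black tick is the highest of the 4 background limits. Both HFD libraries lie far to the right for genes such as Atg14, and 1 HFD library alone for genes such as Pak1.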

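Of the 20 genes that the paper names as downregulated, 17 passed the filter on low counts, and all 17 had a fitted log2 fold change below 0, between -10.05 and -2.77. At an unadjusted p under 0.05 there were 11, adjusted over the list alone 6, and over all genes tested 0, where the list was chosen by the study on these libraries. In DESeq2 on all genes, 18 of the 20 were called, and Aurka and Ddx4 received no adjusted p. Both HFD libraries were at background for 18 of the genes, so that their fold changes rest on the ND libraries. Both ND libraries were above background for 13 genes and 1 of them for 7. Polr2i, on chromosome 7 from 30231948 to 30233390, had 7654 and 6101 counts in ND replicates 1 and 2 and 3 and 8 counts in HFD replicates 1 and 2. Its log2 fold change was -10.05 (standard error 2.24), and stayed between -10.26 and -9.84 with each library left out. Ube2b had 16090 and 8070 counts in the ND libraries and 13 and 11 in the HFD libraries. Ddx4, on chromosome 13 from 112598333 to 112652475, had 49 and 97 counts in the ND libraries and 5 and 14 in the HFD libraries. Its log2 fold change was -2.77 (standard error 0.62), and became -2.07 without ND replicate 2. Aurka, on chromosome 2, had 103 and 50 counts in the ND libraries and 3 and 9 in the HFD libraries. Bub1 had 4979 and 53 counts in the ND libraries, and its log2 fold change of -7.94 became -2.55 without ND replicate 1. H2ax, listed as H2afx, had 980 and 51 counts in the ND libraries and 6 and 9 in the HFD libraries. Hormad2 had 6759 counts in ND replicate 1 and 18 in ND replicate 2, and its log2 fold change of -7.68 became -0.32 without the former. Topbp1 had 25105 counts in ND replicate 2 and 97 in ND replicate 1, and its log2 fold change of -7.57 became -0.36 without the former. Without ND replicate 2, Kmt2e moved from -5.75 to -0.04 and Pttg1 from -7.10 to -0.05, and Mettl5 changed sign to 0.19. Without ND replicate 1, Mettl25 changed sign to 0.06. Mettl15, Xlr5c and Mettl18 did not pass the filter, and each was above background in 1 ND library. Mettl15 had 7 and 697 counts in the ND libraries and 3 and 6 in the HFD libraries. Xlr5c had 565 and 8 counts in the ND libraries and 3 in both HFD libraries, so that its change rests on ND replicate 1 alone. Mettl18 had 4 and 17352 counts in the ND libraries and 0 and 2 in the HFD libraries, so that its change rests on ND replicate 2 alone.

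**Figure D2:**
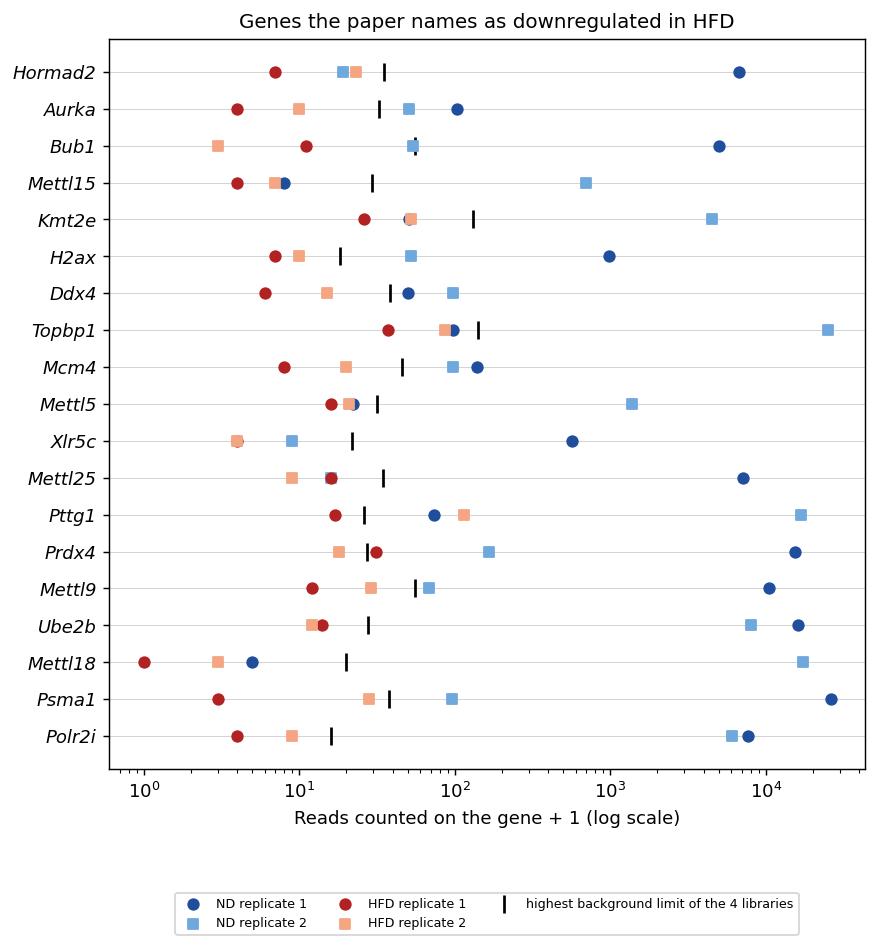
Reads counted on each gene plus 1, on a log scale, in the 4 libraries of E18.5 fetal oocytes, for 19 of the genes that the paper names as downregulated. Points are single libraries, and the black tick is the highest of the 4 background limits. Both ND libraries lie far to the right for Ube2b and Polr2i, and 1 ND library alone for genes such as Topbp1.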

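At a level of 50 CPM, 3621 genes were detected in at least 1 of the 4 libraries, 71.4% of them in exactly 1 library and 2.71% in all 4. Both libraries of one diet and neither of the other exceeded this level for 253 genes. Both replicates 1 and neither replicate 2, or the reverse, did so for 280 genes, and the remaining pairing for 167 genes. At least 10 CPM in one replicate and 0 counts in the other were found for 31 genes in ND and 40 genes in HFD. Of the Table S1 genes found in the count files, 1140, or 72.8%, had both libraries of the lower diet at background. From the enrichment of gene ontology terms among its upregulated and downregulated genes, the paper concludes that epigenetic modifications and genetic stability are altered in fetal oocytes exposed to maternal obesity.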

**Figure 4:**
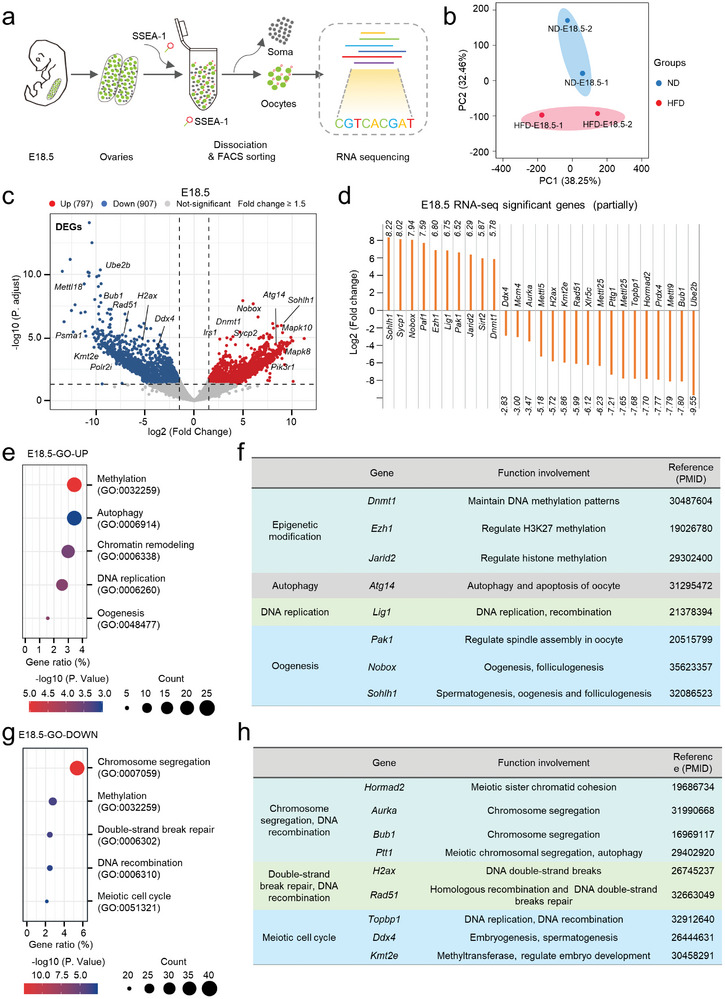
Profiling gene expression of fetal oocytes with RNA sequencing. a) Flowchart overview of fetal oocyte RNA‐seq. Fetal oocytes were collected from E18.5 ND and HFD female mice (300 oocytes from 10 fetuses per sample, two samples for each group). b) Volcano plot depicting differentially expressed genes (DEGs) in HFD fetal oocytes at E18.5 compared to ND ones (downregulated genes in blue, upregulated genes in red). c) Expression of select differentially expressed genes in HFD E18.5 fetal oocytes as measured by RNA‐seq. d,f) GO enrichment analysis results for upregulated and downregulated DEGs in HFD fetal oocytes compared to ND ones. e,g) Function and reference display of differentially expressed genes.

### 2.5 Global Hypermethylation Across the Genome in HFD Fetal Oocytes

In order to examine the effects of maternal obesity on the methylation patterns in fetal oocytes, base‐resolution methylomes were generated using the bisulfite sequencing (BS‐seq) method for small samples (**Figure** **5**a).^[^ ^33^ ^]^ Oocytes from ND and HFD mice were collected at E13.5 and E18.5, respectively. Different groups were well separated as evidenced by PCA (Figure 5b). Of note, HFD fetal oocytes showed a significant increase in global CpG methylation levels relative to ND fetal oocytes (Figure 5c; Figure S4a, Supporting Information). Methylome analysis also presented the hypermethylation across all of the genomic features examined in HFD fetal oocytes, including promoters, introns, exons, UTRs, and CpG islands (CGIs) and shores (Figure 5d; Figure S4b–h, Supporting Information), as well as the major repetitive elements (Figure S5, Tables S2 and S3, Supporting Information). In particular, the pronounced hypermethylation were mainly distributed in the gene body region and adjacent intergenic region at both E13.5 and E18.5. (Figure S6a,b, Supporting Information).

**Figure 5:**
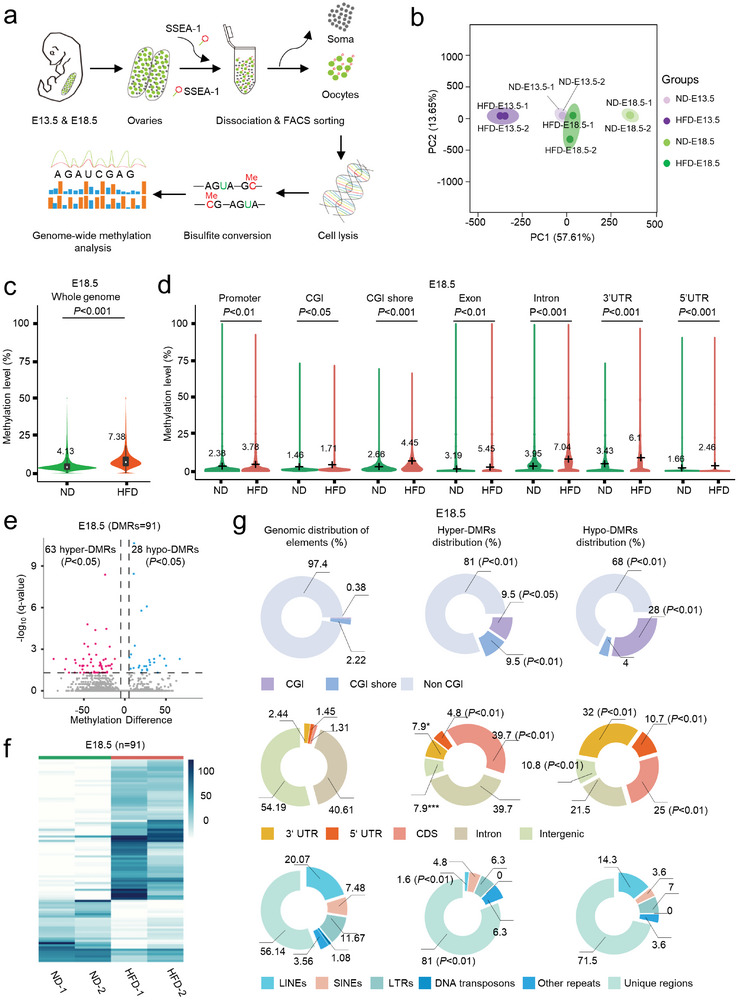
Global DNA hypermethylation across various genomic features in fetal oocytes from HFD mice. a) Flowchart illustrating the BS‐seq procedure for genome‐wide methylation analysis, involving the collection of fetal oocytes, bisulfite conversion of DNA, and library preparation for high‐throughput sequencing. Fetal oocytes were collected from E18.5 ND and HFD female mice (300 oocytes from 10 fetuses per sample, two samples for each group). b) Average methylation levels in the genome of fetal oocytes at E18.5. c) Violin plots displaying methylation levels for different genomic features, including promoters, CGIs, CGI shore, exon, intron, 3′UTR, and 5′UTR in fetal oocytes. The mean methylation levels are denoted by numerical values and black crosses. Statistical analyses were conducted using a bootstrap test. d) Volcano plot depicting the results of DNA methylation microarray analysis in fetal oocytes from ND and HFD backgrounds at E18.5. Dots positioned in the upper left corner represent significantly hypermethylated probes, while those in the upper right corner represent significantly hypomethylated probes with a statistical significance of *P* < 0.05 and a fold change >1.5. e) Heatmap visualization illustrating differentially methylated regions (DMRs) in ND and HFD fetal oocytes at E18.5, where each line represents a distinct DMR. High methylation levels are denoted in blue, while low methylation levels are depicted in white. f) The relative proportion of DMRs among CpG Islands (CGIs) and CGI shores (top), the relative proportion of DMRs among coding and noncoding regions (middle), and the relative proportion of DMRs among distinct sequence and repetitive elements throughout the genome (bottom). Fisher's exact test was employed to assess potential enrichment or depletion of DMRs relative to the genomic distribution of these elements: a008375 significance was set at P‐value <0.05.

Next, we identified differentially methylated regions (DMRs) with statistical significance at a false discovery rate (FDR) <0.05 between ND and HFD fetal oocytes for gaining a deeper understanding of the altered methylation landscape (Table S4, Supporting Information). At E18.5, we found a total of 91 DMRs, with 63 being hypermethylated (hyper‐DMRs; 69.23%) and 28 hypomethylated (hypo‐DMRs; 30.77%) in HFD compared to ND groups (Figure 5e,f). At E13.5, we identified a total of 2650 DMRs, of which 2449 were hypermethylated (hyper‐DMRs; 92.42%) and 201 were hypomethylated (hypo‐DMRs; 7.58%) in HFD relative to ND fetal oocytes (Figure S6c,d, Supporting Information), indicating a prevalence of hyper‐DMRs. Furthermore, we examined the distribution of these DMRs within unique and repetitive genomic elements. At E18.5, hyper‐DMRs were enriched in CGIs, CGI shores, CDS, 3′UTRs, 5′UTRs, and unique regions, but were depleted in non‐CGI, LINEs and intergenic regions (Figure 5g). A similar distribution was also observed at E13.5 (Figure S6e, Supporting Information). This analysis underscores that DMRs are not randomly distributed in the genome of HFD fetal oocytes. Together, genome‐wide profiling clearly indicates that the methylation landscape in fetal oocytes is altered as a consequence of maternal obesity.

To further understand the potential biological function of these DMRs, we performed GO analysis of genes with DMRs using KOBAS 3.0.^[^ ^34^ ^]^ Results showed that the genes with DMRs at E13.5 were largely enriched in cell differentiation, metabolic process, and embryonic development (e.g., *Mef2b*, *Pygb*, and *Ddx4*) (Figure S7a,b, Supporting Information). Genes with DMRs at E18.5 were primarily enriched in ion transport and mitochondrial function (e.g., *Slc12a3*, *MT‐ND1*) (Figure S7c,d, Supporting Information).

### 2.6 Time‐Restricted Feeding Improves the Fetal Development of HFD Mice

Given the promising performance of time‐restricted feeding (TRF) in the prevention of metabolic diseases,^[^ ^34^ ^]^ we administered TRF treatment to HFD mice to investigate whether it has beneficial effect on the pregnancy outcome of obese females (**Figure** **6**a). Food intake was measured at three‐day intervals for each group. There was no significant difference in caloric intake between HFD and TRF groups, confirming that the TRF model did not impose caloric restriction (Figure S9a, Supporting Information). However, TRF mice experienced a remarkable 30% reduction in their body weight (Figure S9b,c, Supporting Information). The weight of pgVAT (perigonadal visceral adipose tissue) and ingWAT (inguinal subcutaneous white adipose tissue) were also decreased in TRF group (Figure S9d, Supporting Information). Glucose tolerance and insulin resistance were accordingly improved in TRF group compared to HFD mice (Figure S9e–i, Supporting Information). Importantly, after mating, the conception rate of TRF females (Figure S10a, Supporting Information) and number of live embryos were markedly elevated (Figure 6b; Figure S10b–d, Supporting Information). Likewise, fetal body weights were higher in TRF mice at both E13.5 and E18.5 (Figure 6c; Figure S10e, Supporting Information), indicative of the improvement of fetal development. We then quantified the number of fetal oocytes by FACS, and no significant differences were observed between two groups (Figure S10f,g, Supporting Information). Nonetheless, the meiotic progression of HFD fetal oocytes (E18.5) was promoted by TRF (Figure 6d; Figure S10h, Supporting Information).

**Figure 6:**
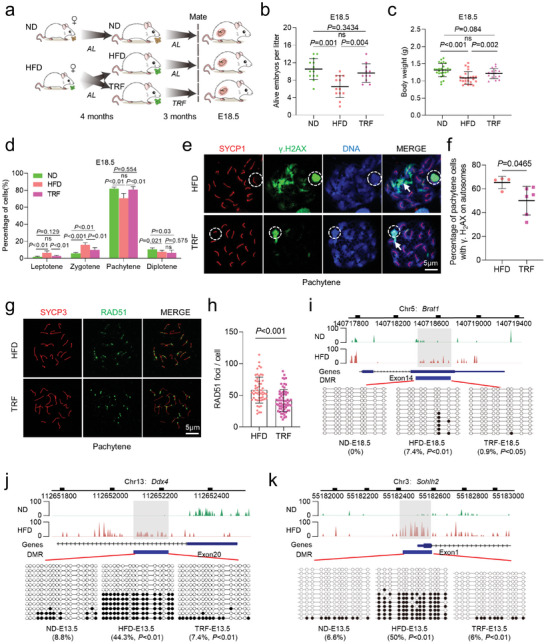
Effects of time‐restricted feeding on fetal oocytes. a) Schematic representation of the dietary conditions in female mice, including ND, HFD, and TRF. TRF mice were subjected to a high‐fat diet from 10 p.m. to 6 a.m. daily for three months. b,c) Assessment of fetal development, including the number of viable embryos (*n* = 13 for ND, *n* = 13 for HFD, and n = 11 for TRF) and their body weight (*n* = 27 for ND, *n* = 24 for HFD and *n* = 16 for TRF) at E18.5. d) Meiotic stage frequencies in fetal oocytes at E18.5 for ND (*n* = 569), HFD (*n* = 543), and TRF (*n* = 514) groups. Analysis included at least three mice per group. e) Immunostaining of fetal oocytes from E18.5 HFD and TRF mice for SYCP1 (red) and γ.H2AX (green), with nuclei counterstained using DAPI (blue) during pachytene. The white circle indicates the XY body, and arrows point to γ.H2AX signals within autosomes. f) Percentage of pachytene oocytes containing γ.H2AX foci on autosomes. *n* = 157 for HFD cells across four biological replicates and *n* = 182 for TRF cells across six biological replicates. g) Immunostaining for RAD51 (green) and SYCP3 (red) in oocytes from E18.5 female fetuses under HFD and TRF conditions. Representative images of oocytes at the pachytene stage are displayed. h) Quantification of RAD51 foci per cell at the pachytene stage. Each dot represents the number of DNA repair protein foci per cell. *n * =  55 biologically independent oocytes for HFD; *n * =  66 biologically independent oocytes for TRF. i–k) Graphical representation of the methylation patterns at the *Brat1*, *Ddx4*, and *Sohlh2* loci in fetal oocytes for ND, HFD, and TRF groups. The gray box highlights the selected region for further validation. Open and filled circles represent unmethylated and methylated CpGs, respectively, with the percentages of methylated CpGs displayed below each panel. Data are presented as mean ± SD. Student's *t*‐test (two‐tailed) was employed for statistical analysis. Significance was set at P‐value <0.05.

### 2.7 Time‐Restricted Feeding Alleviates the Defective Phenotypes of HFD Fetal Oocytes

To determine whether TRF could prevent DSBs in HFD fetal oocytes, we performed immunofluorescence staining at pachytene stage. The results revealed a marked reduction of γ.H2AX signals in the TRF fetal oocytes compared to HFD group (Figure 6e,f). Similarly, the number of RAD51 foci per cell was also decreased in TRF fetal oocytes (Figure 6g,h). These findings indicate that TRF treatment effectively mitigates DSBs in HFD fetal oocytes. Meanwhile, we assessed the impact of TRF on DNA methylation in fetal oocytes. In specific, we examined the methylation levels of genes such as *Ddx4* (DEAD‐box helicase 4), *Sohlh2* (spermatogenesis and oogenesis specific basic helix‐loop‐helix 2), *Kmt2b* (lysine methyltransferase 2B), *Kmt2d* (lysine methyltransferase 2D) at E13.5, and *Brat1* (BRCA1 associated ATM activator 1) and *USP30* (ubiquitin specific peptidase 30) at E18.5 through bisulfite‐pyrosequencing analysis. We confirmed that the selected regions had significantly more methylation in HFD fetal oocytes, consistent with the methylome data. Although the effects of TRF on the methylation state of these regions varied, the methylation levels of five (*Ddx4*, *Sohlh2*, *Kmt2d*, *Brat1*, and *USP30*) out of eight genes in HFD fetal oocytes were completely restored to normal (Figure 6i–k; Figure S11, Supporting Information). Nonetheless, TRF seemed unable to restore the abnormal methylation status of imprinted genes, such as *Mest* (mesoderm specific transcript) and *Igf2r* (insulin like growth factor 2 receptor). Collectively, these findings indicate that maternal‐obesity‐associated defective phenotypes in fetal oocytes can be partially alleviated through TRF intervention.

## 3 Discussion

In the present study, we explored the impact of maternal obesity on fetal oocyte development. First, we conducted a detailed phenotypic assessment of fetus at E13.5 and E18.5 from HFD mice; Second, we discovered the disrupted chromosomal recombination in HFD fetal oocytes; Third, the significant effects of obesity on transcriptome and methylome landscape in fetal oocytes were uncovered. Finally, we showed that TRF not only improves metabolic state in HFD mother, but also has beneficial effects on the fetal oocyte development (**Figure** **7**).

**Figure 7:**
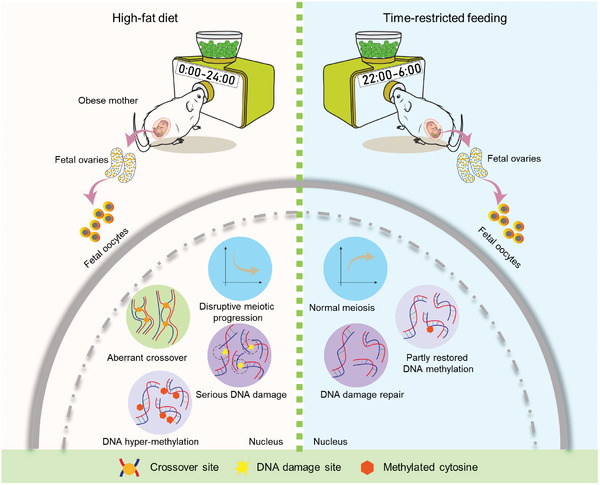
Diagram illustrating the effects of maternal obesity on fetal oocytes and TRF intervention. Maternal obesity induces the abnormal chromosome recombination and altered genome methylation in fetal oocytes. TRF intervention can partially enhance fetal oocyte development, and alleviate the meiotic and epigenetic defects in fetal oocytes from obese mice.

Obesity poses a growing global threat, with an escalating prevalence of overweight and obese women of reproductive age. Extensive research has documented the connection between pre‐pregnancy and prenatal weight gain and fetal birth weight.^[^ ^35^, ^36^ ^]^ Utilizing HFD‐based mouse model, we and other researchers have found the developmental delay in early embryos and growth restrictions in fetuses born to obese mothers.^[^ ^15^, ^16^, ^18^ ^]^ Recently, studies using HFD mouse model in conjunction with in vitro fertilization (IVF) and embryo transfer experiments have unveiled that maternal diet induces defects in oocytes, thereby predisposing the offspring to metabolic diseases.^[^ ^13^ ^]^ Nevertheless, the exploration of the impact of maternal obesity on fetal oocytes and its underlying mechanisms remains an ongoing endeavor. Here, we observed the delayed progression through prophase I in HFD fetal oocytes, evidenced by the loss of SYCP1 signal (Figure 1). They are unable to complete DSBs repair during homologous chromosome synapsis (Figure 3). This slower meiotic prophase I likely contribute to oocyte depletion or loss^[^ ^37^ ^]^ and may be resulted from the reduced expression of developmental genes associated with meiotic progression (Figure 4). However, considering that the vast majority of oocytes formed in the fetal ovary do not survive beyond birth, so currently, we are not sure whether a decrease 25.9% in the number of fetal oocytes at E18.5 would result in diminished ovarian reserve after puberty. In addition, transcriptome data showed an upregulation of *Sycp1* mRNA in HFD fetal pachytene oocytes, which is inconsistent with the reduction in SYCP1 protein. 

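A list of 39 genes of meiotic prophase I, written before the counts were seen, had 34 genes with enough counts in E18.5 fetal oocytes to be tested. Of these, 19 were higher and 15 lower in HFD (adjusted p = 0.947 from limma's camera test). At an unadjusted p under 0.05 there were 6 genes, adjusted over the list alone 0, and over all genes tested 0. Between 9 and 19 genes of the list exceeded background in a single library, 5 exceeded it in all 4 libraries, and 14 in none.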

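Sycp1, on chromosome 3 of GRCm38 from 102818499 to 102936100, had 36 and 48 counts in ND replicates 1 and 2 and 9038 and 7978 counts in HFD replicates 1 and 2, and exceeded the background limit in all 4 libraries. In the ND libraries this limit was 30.2 and 32 counts, so that the ND level of Sycp1 lies near background. After TMM normalization the mean was 5.54 ± 1.61 CPM in ND and 1505 ± 777 in HFD (SD, n = 2 each). The log2 fold change was 8.08 (standard error 2.35, adjusted p = 0.406 from edgeR's quasi‐likelihood test, unadjusted p = 0.0156). With DESeq2 on all genes the gene passed the limit, at a log2 fold change of 8.02 and an adjusted p of 8.27e-09. With each library left out in turn, the log2 fold change stayed between 7.43 and 8.59.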

Given the unique mechanism controlling mRNA accumulation and protein degradation in oogenesis, this phenomenon may reflect the differential regulation of transcription and post‐transcription in these cells.

Recombination is essential for generating genetic diversity in species, with DSBs produced during the leptotene stage giving rise to crossovers.^[^ ^38^, ^39^ ^]^ Only a small fraction of these DSBs eventually become crossovers, with the majority being repaired from zygotene to pachytene stage, except on the sex chromosomes.^[^ ^40^ ^]^ We found that in HFD fetal oocytes, recombinases RAD51 and RPA2 persist in unsynapsed regions and fail to be released, indicative of the deficient recombination (Figure 3c,e). In line with this, reduced transcript levels of key genes involved in DSBs repair and recombination were detected in HFD fetal oocytes (Figure 4).

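Of 37 genes of double‐strand break repair, listed before the counts were seen, 18 were higher and 19 lower in HFD fetal oocytes at E18.5 (adjusted p = 0.431 from limma's camera test). An unadjusted p under 0.05 was found for 4 of them, and 0 passed either adjusted over the list alone or over all genes tested. Counts above background were found for 11 and 15 of the genes in the ND libraries and for 6 and 5 in the HFD libraries, and for 0 genes in all 4 libraries.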

Two waves of genome‐wide DNA methylation reprogramming are critical for germ cell development.^[^ ^38^, ^41^ ^]^ Methylome analysis revealed the significant hypermethylation across all genomic features in HFD fetal oocytes (Figure 5), indicating elevated DNA methylation during meiotic prophase I. Normally, E13.5 fetal oocytes undergo global demethylation, but maternal obesity clearly disrupts this process (Figure 5). GO analysis showed that DMRs in HFD fetal oocytes are involved in several biological processes including autophagy, metabolism, and embryonic development at E13.5 (Figure S7a,b, Supporting Information), and mitochondrial function at E18.5 (Figure S7c,d, Supporting Information). DNA cytosine methylation is a potential mediator of maternal effects on fetal growth and metabolic phenotypes. We confirmed the failure of demethylation in genes such as *Ddx4*, *Sohlh2*, *USP30*, *Kmt2d*, *Kmt2b*, and *Brat1* at E13.5 or E18.5 (Figure 6; Figure S11, Supporting Information). Notably, *Ddx4* and *Sohlh2* are genes related to meiosis and crucial for oocyte development; *Sohlh2* knockout mice were infertile.^[^ ^42^, ^43^, ^44^ ^]^ Such a comprehensive alteration in oocyte methylation patterns could potentially serve as the mechanistic foundation for maternal influences on offspring phenotypes. In addition, to explore the potential links between gene expression and DNA methylation status in PGCs, we performed an integrative analysis of RNA‐seq and BS‐seq data. The differentially expressed genes (DEGs) and the genes with DMRs in gene body and promoter regions between ND and HFD PGCs were compared. Nonetheless, there were very few genes exhibiting the differential transcription and altered methylation simultaneously (Figure S8, Supporting Information). Likewise, such an uncoupling of the DNA methylome and transcriptional control has also been reported in normal mouse PGCs^[^ ^45^ ^]^ and human PGCs.^[^ ^46^, ^47^ ^]^ For example, during the 7 weeks of embryo development (4‐ to 11‐week), the transcriptomes of human PGCs were stable in general, with several hundreds of genes changing their expression significantly. By contrast, the global DNA methylation was drastically decreased to 6.0% in the 10‐week female PGCs during this period. 

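Of the genes that the paper lists with a differentially methylated region (DMR) at E18.5, 73 were among the genes tested for expression. Of these, 0 were called between the diets and 7 had an unadjusted p under 0.05. DESeq2 on all genes gave an adjusted p to 5601 genes, of which 21 had a hyper‐DMR and 11 a hypo‐DMR. Among the genes it called, 6 genes higher in HFD had a hyper‐DMR and 2 had a hypo‐DMR. Of those lower in HFD, 1 gene had a hyper‐DMR and 1 had a hypo‐DMR. Chance gives 5.1, 2.67, 4.42 and 2.32 genes in the same order, and Fisher's exact test, two‐sided, gave p = 0.615, p = 1, p = 0.102 and p = 0.477 for these 4 comparisons, before any adjustment. Of the genes of Table S1, 730 upregulated and 835 downregulated genes were found by name in the count files, and these gave 2, 3, 0 and 1 genes in the same order. Among 49005 genes, 62 with a hyper‐DMR and 34 with a hypo‐DMR, chance gives 0.924, 0.506, 1.06 and 0.579. The same Fisher's test gave p = 0.236, p = 0.014, p = 0.629 and p = 0.443, before any adjustment. The second of these overlaps held CT010467.1, a ribosomal RNA, mt-Rnr2, a mitochondrial ribosomal RNA, and Cmss1. CT010467.1 had 241477 counts in HFD replicate 1 against 8907 in HFD replicate 2. The 49005 genes are all those with a count in any library, and genes too low to be called lower the numbers that chance gives.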

How the PGCs maintain RNA expression pattern when the DNA methylation is globally removed warrants further analysis.

Numerous interventions have been proposed to rejuvenate cells and organs, delay the onset of diseases associated with obesity, and extend both healthspan and lifespan. Among these interventions, TRF has garnered recognition as one of the effective strategies. For instance, circadian rhythm disruption perturbs glucose homeostasis through the loss of circadian transcriptional and epigenetic identity in type 2 diabetes mellitus mouse.^[^ ^48^ ^]^ Reinforcement of circadian fasting/feeding patterns through TRF augments the magnitude of circadian gene expression and improves metabolic function in animal models^[^ ^31^ ^]^ and human clinical trials.^[^ ^49^ ^]^ Similarly, we found that TRF intervention not only effectively improves the metabolic status of obese mother, but also significantly ameliorates the meiotic defects of fetal oocytes (Figure 6). Nonetheless, we noticed that TRF promotes the recovery in the proportion of oocytes at pachytene stage, while has little effects on the proportion of diplotene oocytes (Figure 6d). During oogenesis, the first diplotene oocytes can be detected in E17.5 embryos, and less than 10% of oocytes are at diplotene stage in E18.5 embryos.^[^ ^50^, ^51^ ^]^ Thus, the above observation may be explained by the following reason: i) the majority of oocytes are at pachytene stage in E18.5 embryos that we evaluated in the present study; ii) the effects of TRF on diplotene oocytes in HFD fetus may be delayed. In addition, TRF application partially prevented the epigenetic deficits in HFD fetal oocytes (Figure 6). Nevertheless, certain genomic loci we examined were not restored to normal level (Figure S11c–e, Supporting Information). In conclusion, our results provide an integrative picture of the development, transcription, and epigenetics in fetal oocytes exposed to maternal obesity (Figure 7). We provide molecular insights into the beneficial effects of TRF on fetal germ cell development. TRF may represents a non‐pharmacological intervention to prevent reproductive defects associated with obesity.

## 4 Experimental Section

### Animal Breeding and Treatment

All animal experiments were conducted in strict compliance with the regulations and guidelines established by the local animal ethics committee and approved by the Animal Care and Use Committee of Nanjing Medical University (IACVC: 1 703 017). Female ICR mice aged 3 weeks were purchased from Charles River Laboratories, China Inc., and were accommodated in ventilated cages maintained under a 12‐h light: 12‐h dark cycle, at a constant temperature (24 ± 2 °C), and with controlled humidity levels. These mice were randomly allocated to two dietary groups: one group received a High‐Fat Diet (HFD; D12492, 60% kcal from fat; 5.21 kcal g^−1^, Research Diets, Inc.), while the other group received a Normal Diet (ND; D1415, 7% kcal from fat; 3.5 kcal g^−1^, Beijing HFK Bioscience Co. Ltd) for a duration of 16 weeks.

### Time‐Restricted Feeding

According to previous reports,^[^ ^24^ ^]^ a cohort of 40 ICR mice commenced a HFD regimen at the age of 3 weeks. Subsequently, their body weights and food intake were meticulously recorded on a weekly basis. Upon reaching an average weight of 50 g, which typically occurred after ≈4 months on the HFD, the cohort was partitioned into two groups: the HFD group (20 mice) and the TRF group (20 mice). For the TRF intervention study, custom‐designed fully automated feeder cages were utilized. In this setup, the HFD group had unrestricted access to the diet at all times, while the TRF group had access to the HFD only during the hours between 10 pm and 6 am every day. A separate group of ICR mice was concurrently maintained on a normal diet (ND) and served as the control group for this study.

### Fetus Collection and Oocyte Isolation

*Fetus collection*: Gestational age was determined by the presence of a vaginal plug, designating midnight on the day of mating as day 0. Plugged female mice were isolated from males and housed individually. On embryonic days 13.5 and 18.5, mice were humanely euthanized, and embryos were collected and assessed according to the published protocols.^[^ ^52^ ^]^

*Oocyte isolation*: Embryonic gonads were dissected from at E13.5 or E18.5 after euthanizing pregnant female mice by cervical dislocation. Male and female gonads were distinguished by their distinct morphology. Female gonads were dissected in sterile cold PBS and immediately subjected to hypotonic or dissociated treatment for further analysis. Embryonic ovaries were enzymatically digested in 0.5% trypsin and 0.8 mg mL^−1^ DNase I (Worthington) at 37 °C for 3–5 min, followed by manual dissociation through pipetting. PGCs and matched somatic cells were isolated by FACS using an AriaII instrument (BD Biosciences) based on SSEA‐1 expression. PGCs and somatic cells were sorted directly into PBS for further methylome sequencing, and immediately frozen on dry ice or stored at −80 °C.

### Glucoregulatory Assessments

For the glucose tolerance test (GTT), 5–10 mice per group were fasted for 16 h prior to the test. Blood glucose levels were measured by tail bleeding at 0 min, and then 2 g kg^−1^ of glucose was injected intraperitoneally. Blood glucose was monitored at 30‐min intervals up to 120 min. The tip of the tail was severed, and a blood drop was used to measure the baseline glycemia with a glucose meter (Accu‐CHEK active; Roche Diagnostic). For the insulin tolerance test (ITT), mice were fasted for 6 h, and blood glucose levels were measured at 0 min before intraperitoneal injection of 0.75 IU kg^−1^ of insulin. Blood glucose was measured at 30‐min intervals up to 120 min. Terminal fasting glucose was also measured following 6 h of fasting. The area under the curve (AUC) for glucose was then calculated for both tests as follows:

(1) $$AUC=\left(\left(C1+C2\right)/2\right)\times \left(t2-t1\right)$$

Here, C1 and C2 represent the concentrations of glucose at time points t1 and t2, respectively.^[^ ^24^ ^]^ This calculation was performed for each time frame (0–30 min, 30–60 min, etc.), and the total AUC was calculated as the sum of all AUC calculations. The same mice were used to perform both GTT and ITT with a 3‐day interval.

### Fetal Oocytes Methylome Profiling

The SSEA‐1‐positive female germ cells obtained through FACS were washed with PBS, and DNA was isolated from the cell pellets using DNeasy Blood & Tissue Kits (QIAGEN).^[^ ^7^, ^10^, ^46^ ^]^ Genomic DNAs, along with 1% unmethylated lambda DNA (Thermo Scientific), were subjected to bisulfite conversion using a MethylCode Bisulfite Conversion Kit (Invitrogen) following the manufacturer's instructions. The DNA methylome of fetal oocytes was analyzed as previously described.^[^ ^8^, ^53^ ^]^ SSEA‐1‐positive PGCs obtained through FACS were washed with DPBS, and DNA was isolated from the cell pellets using lysis buffer (10 mm Tris‐Cl pH 7.4 and 2% SDS) with 0.5 mL protease K for 1 h at 37 °C. Libraries for sequencing were prepared using 5–100 ng of genomic DNA, as previously described with minor modifications.^[^ ^8^ ^]^ The quality and quantity of the purified library were evaluated using the Agilent Bioanalyzer and StepOnePlus Real‐Time PCR System (Applied Biosystems). Libraries were prepared for 125‐bp paired‐end sequencing on a HiSeq2500.

### Analysis of Methylome Data

All paired‐end BS‐seq reads were first adapter‐trimmed and quality‐filtered using Trim Galore (v0.6.4). Then Bismark (v0.22.3)^[^ ^54^ ^]^ was used to align the cleaned data to the reference genome (mm10) with parameters “–bowtie2 –unmapped –non_directional”. Subsequently, the commands deduplicate_bismark (with default parameters) and bismark_methylation_extractor (with parameters “–gzip –bedGraph”) from the Bismark software were used to remove duplicated reads due to PCR amplification and to extract cytonsine methylation information for every CpG site, respectively.

Averaged methylation ratios of CpG sites within every 20 kb window were taken to assess the overall CpG methylation status across the genome. Meanwhile, mean methylation ratios were calculated in different genomic regions of specific genomic features, such as CpG islands, exons, introns, and repeat elements. The annotation of CpG islands (CGIs) was extracted from the UCSC Genome Browser,^[^ ^55^ ^]^ and CGI shores were the regions 2 kb upstream and downstream of the CGIs. Exons, introns, UTRs were defined according to the RefSeq annotation obtained from the UCSC Genome Browser, and promoters were defined as the regions 2 kb upstream of the transcriptional start sites (TSSs) of the RefSeq genes. Repeat elements were extracted from the RepeatMastker track of the UCSC Genome Browser. DeepTools (v3.5.1)^[^ ^56^ ^]^ was used to visualize averaged methylation ratios along the gene bodies of all RefSeq genes, comparing between different samples.

Differentially methylated regions (DMRs) were identified using Metilene (v0.2‐8)^[^ ^57^ ^]^ with default parameters and filtered by mean difference > 10% and q value < 0.05. Genes overlapped with DMRs were defined as differentially methylated genes, and GO enrichment analysis of these genes was assisted by DAVID bioinformatics resources (v2022q1).^[^ ^58^ ^]^ DMRs were also intersected with different genomic features; when a DMR overlapped with multiple features, the feature with the largest intersection was chosen. Enrichment analysis of DMRs on each genomics feature was conducted by Binomial tests. The methylation levels of DMRs were represented by the mean methylation levels in their respective regions.

### Bisulfite Pyrosequencing

The methylation profile of 8 DMR regions were detected by bisulfite mutagenesis and sequencing as previously described.^[^ ^59^ ^]^ Bisulfite conversion was performed on ten pooled oocytes derived from ten mice for each group using the EZ DNA Methylation kit (ZYMO Research). The converted DNA was then amplified by nested PCR. The second‐round PCR products were subcloned, and approximately ten clones for each sample were sequenced. The methylation level of each sample was calculated by online tool QUMA web server (http://quma.cdb.riken.jp/) as described.^[^ ^60^ ^]^ Primer sequence information is provided in Table S5 (Supporting Information). To determine the methylation state of each sequence, the experiment was repeated three times starting from oocyte collection. The percentage of methylation was calculated as 100× (number of methylated CpG dinucleotides) / (total number of CpGs).

### RNA‐Sequencing and Data Analysis

RNA isolated from fetal oocytes (300 oocytes from 10 fetuses per sample, 2 samples for each group) was quantified using an Agilent Bioanalyzer RNA Pico Kit. Amplification was carried out using the SMART‐Seq2 method. Successful libraries were assessed for quality and size distribution and quantified using Qubit 3.0 Fluorometer and Agilent 2100 Bioanalyzer. For library preparation, the pooled and purified cDNA was fragmented by sonication and then converted into sequencing libraries according to the standard Illumina library preparation protocol. Library preparation integrity was verified with PerkinElmer LabChip GX Touch and StepOnePlus Real‐Time PCR System. After library qualification, sequencing libraries were generated on the Illumina Hiseq platform for PE150 sequencing.

Raw reads underwent initial quality control with FastQC (v0.11.9). Subsequently, Trim Galore (v0.6.4) was used to trim sequencing adapters and filter out low‐quality reads based on the evaluation of the raw data. The clean data were then aligned to the mus musculus reference genome (mm10) using HISAT2 (v2.2.1),^[^ ^61^ ^]^ followed by gene expression quantification with feature Counts (v2.0.3)^[^ ^62^ ^]^ for counts. Differential expression analysis was performed on count data using the DESeq2 (v1.30.1) R package, with genes having an absolute fold change >1.5 and adjusted P‐value <0.05 considered as differentially expressed genes (DEGs). Enrichment analysis of DEGs for GO terms was conducted using DAVID (v2022q1), with significantly enriched GO terms defined by a p‐value < 0.05. FPKM values were utilized to create heatmaps in R (v4.0.4).

### Immunofluorescence

Chromosome spreads were prepared as previously described.^[^ ^63^ ^]^ Ovaries were dissected from embryos at embryonic day 13.5 and 18.5 and treated with a hypotonic buffer [17 mm trisodium citrate dihydrate, 50 mm sucrose, 5 mm EDTA, 0.5 mm DTT, 30 mm Tris· HCl (pH 8.2)] for 20 min at 37 °C. Ovaries were dispersed in a 100 mm sucrose solution using tweezers under a stereomicroscope. The cell suspension was applied to adhesive microscope slides and fixed in a solution of 1% paraformaldehyde and 0.2% Triton X‐100 for 4 h in humidified chambers. After drying, the slides were rinsed by immersing them in 0.1% Triton X‐100 for 10 min, followed by three washes, and then soaked in distilled water for an additional 10 min. The washed slides were dried at room temperature. Slides were blocked in a solution of 5% (wt/vol) BSA in PBS for 2 h at room temperature, stored at −80 °C, or stained with primary antibodies (SYCP1: Abcam, ab15090; SYCP3: Abcam, ab97672; γ.H2AX: Abcam, ab22551; RAD51: Abcam, 133534; RPA2: Abcam, ab76420; MLH1: Proteintech, 11697‐1‐AP; CREST: Antibodies Incorporated, 15‐234) at 4 °C overnight (for CREST, at least 48 h). Slides were incubated with FITC (ZSGB‐BIO, ZF0312), TRITC (ZSGB‐BIO, ZF0316), or Cy5 (Jackson, 709605149) secondary antibodies. After washing three times for 10 min in PBS, which were diluted in blocking buffer, they were incubated for 2 h at room temperature in a wet chamber under dark conditions and washed three times again. Slides were incubated with Hoechst 33 342 for 15 min and washed with PBS two times. Slides were mounted with Vectashield (Vector, H‐1000, Shanghai, China). Finally, slides were analyzed under a fluorescence microscope (ZEISS 700 and ZEISS 800, Germany). Super‐resolution images were obtained by SIM (Nikon Eclipse Ti‐E) equipped with CFI SR Apo TIRF×100 oil objective (NA1.49). Image stacks were reconstructed using Nikon NIS software. For each observed antibody, immunofluorescence was conducted on oocytes from ND or HFD fetuses in parallel and under identical conditions. Images were always acquired using the same confocal microscope settings.

### Statistical Analysis

All experiments were repeated three times with similar results, and data from one representative experiment are shown unless otherwise stated. All analyses were performed using SPSS software version 16.0 (Chicago, IL, USA) and GraphPad Prism (Version 8.0). Statistical comparisons were made using two‐tailed Student's *t*‐tests, one‐way analysis of variance (ANOVA), Fisher's exact tests, or bootstrap tests, as appropriate. The data are presented as the mean ± standard deviation. Changes were considered statistically significant when P < 0.05.

### Data Availability

The BS‐seq data and RNA‐Seq data have been deposited in the Gene Expression Omnibus (GEO) and are accessible through accession number GSE263551 and GSE263548.

## Conflict of Interest

The authors declare no conflict of interest.

## Author Contributions

S.T., H.W., Q.C., and T.T. contributed equally to this work. S.T. and Q.W. conceived the projects. S.T., X.W., and Q.C. contributed to the DNA methylome analysis; S.T. X.Q., and J.L. contributed to the transcriptomics profiling. S.T., H.H., T.T., S.Z., L.H., H.S., and J.G. performed the embryo experiments. S.T. wrote, and Q.W. revised the manuscript. All authors reviewed and approved the manuscript for publication.

## Supporting information

Supporting Information

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Maternal Obesity Induces the Meiotic Defects and Epigenetic Alterations During Fetal Oocyte Development
**Source:** Adv Sci (Weinh). 2024 Jun 13;11(30):2309184. doi: 10.1002/advs.202309184
**Supplement:** Supplementary file 1 — Supporting Information

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/advs.202309184

Maternal Obesity Induces the Meiotic Defects and Epigenetic Alterations During Fetal Oocyte Development

*Shoubin Tang, Huihua Wu, Qiuzhen Chen, Tao Tang, Jiashuo Li, Huiqing An, Shuai Zhu, Longsen Han, Hongzheng Sun, Juan Ge, Xu Qian, Xi Wang\* and Qiang Wang\**

# **Maternal Obesity Induces the Meiotic Defects and Epigenetic Alterations during Fetal Oocyte Development**

Shoubin Tang<sup>1, 3, 4</sup>, Huihua Wu<sup>2, 4</sup>, Qiuzhen Chen<sup>1, 4</sup>, Tao Tang<sup>1, 4</sup>, Jiashuo Li<sup>1</sup>, Huiqing An<sup>1</sup>, Shuai Zhu<sup>1</sup>, Longsen Han<sup>1</sup>, Hongzheng Sun<sup>1</sup>, Juan Ge<sup>1</sup>, Xu Qian<sup>3</sup>, Xi Wang<sup>1\*</sup>, and Qiang Wang<sup>1,5\*</sup>

4 These authors contributed equally

Qiang Wang, Ph.D., Professor, Nanjing Medical University, 101 Longmian Rd, Nanjing, Jiangsu, 211166 China

OR

## Table of contents

## Supporting figures

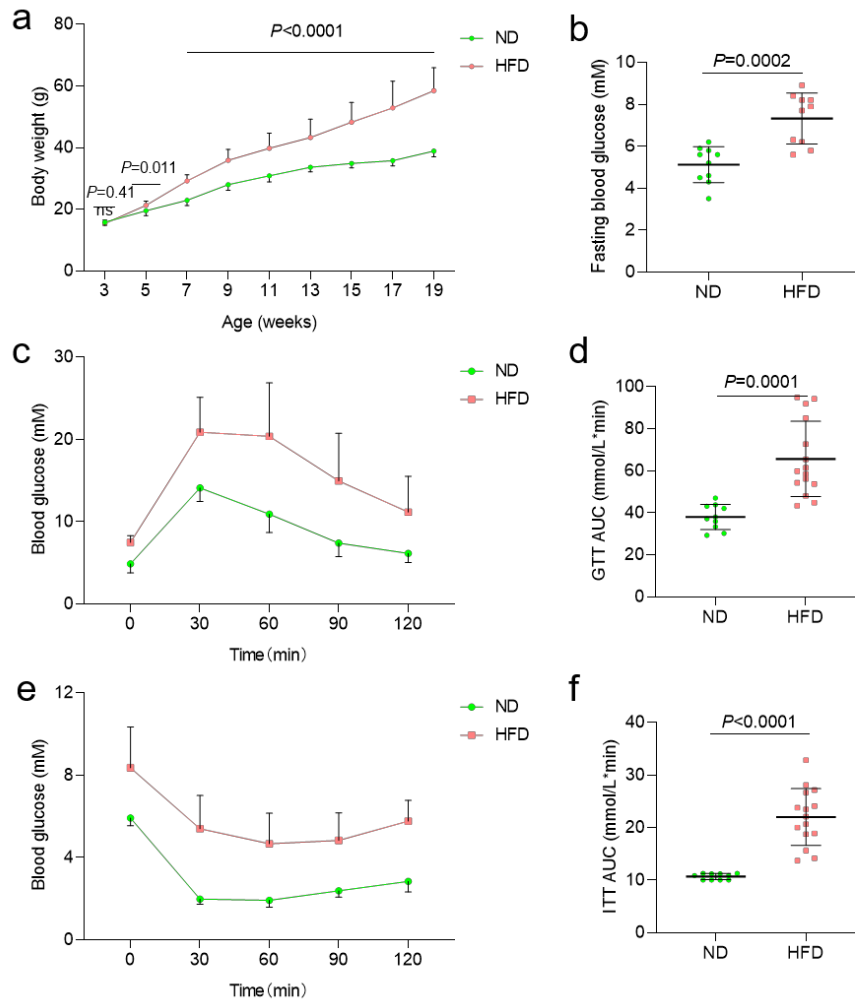

**Figure S1. High-Fat diet induces obesity, glucose intolerance, and insulin resistance in female mice.** Female mice were subjected to either a normal diet (ND) or a high-fat diet (HFD) for a duration of 16 weeks. The following parameters were assessed: **a**, Body weight of the mice ( $n = 10$  for ND mice;  $n = 12$  for HFD mice). **b**, Blood glucose levels after an 8-hour fasting period ( $n = 10$  for ND mice;  $n = 10$  for HFD mice). **c**, **d**, Blood glucose levels during the glucose tolerance test (GTT) and calculation of areas under the curve (AUC) ( $n = 10$  for ND mice;  $n = 15$  for HFD mice). **e**, **f**, Blood glucose levels during the insulin tolerance test (ITT) and calculation of areas under the curve (AUC) ( $n = 10$  for ND mice;  $n = 15$  for HFD mice). Data are presented as mean  $\pm$  SD. Statistical analysis was performed using a two-tailed Student's *t*-test. Significance was set at  $P$ -value  $<0.05$ .

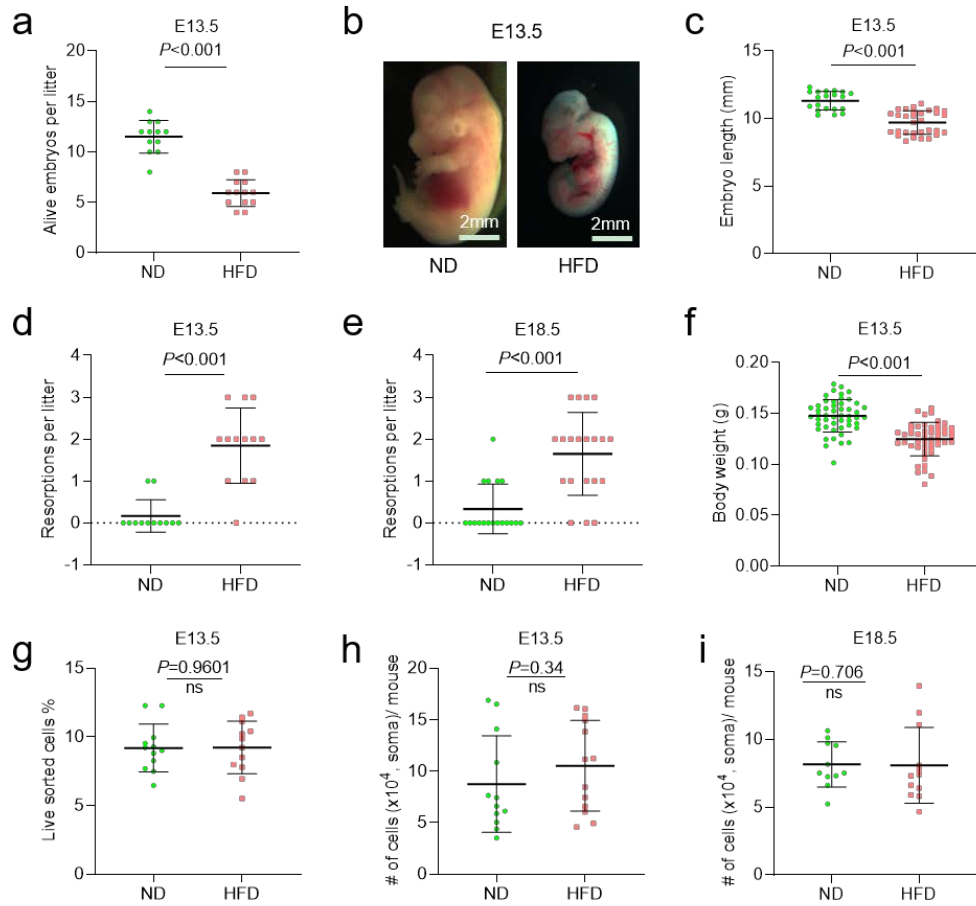

**Figure S2. Maternal obesity impairs fetal development** **a**, Fetal development was assessed by measuring the number of alive fetuses (**a**, ND = 12 and HFD = 13 litters at E13.5), crown–rump length (**b**, **c**,  $n = 20$  for ND and  $n = 31$  for HFD) in live embryos. **d**, **e**, Maternal obesity influences the resorption rate at E13.5 ( $n = 12$  for ND and  $n = 13$  for HFD) and at E18.5 ( $n = 18$  for ND and  $n = 20$  for HFD). **f**, Maternal obesity affects the body weight of fetuses at E13.5 ( $n = 50$  for ND and  $n = 49$  for HFD). **g**, Statistical analysis of the number of SSEA-1<sup>+</sup> oocytes in each fetus at E13.5 ( $n = 12$  for ND and  $n = 12$  for HFD). **h**, **i**, Maternal obesity does not affect the average somatic cell number. At E13.5:  $n = 12$  ND and  $n = 13$  HFD biological replicates, at E18.5:  $n = 11$  ND and  $n = 12$  HFD biological replicates. Data are presented as mean  $\pm$  SD. Statistical analysis was performed using a two-tailed Student's *t*-test. Significance was set at  $P$ -value  $< 0.05$ .

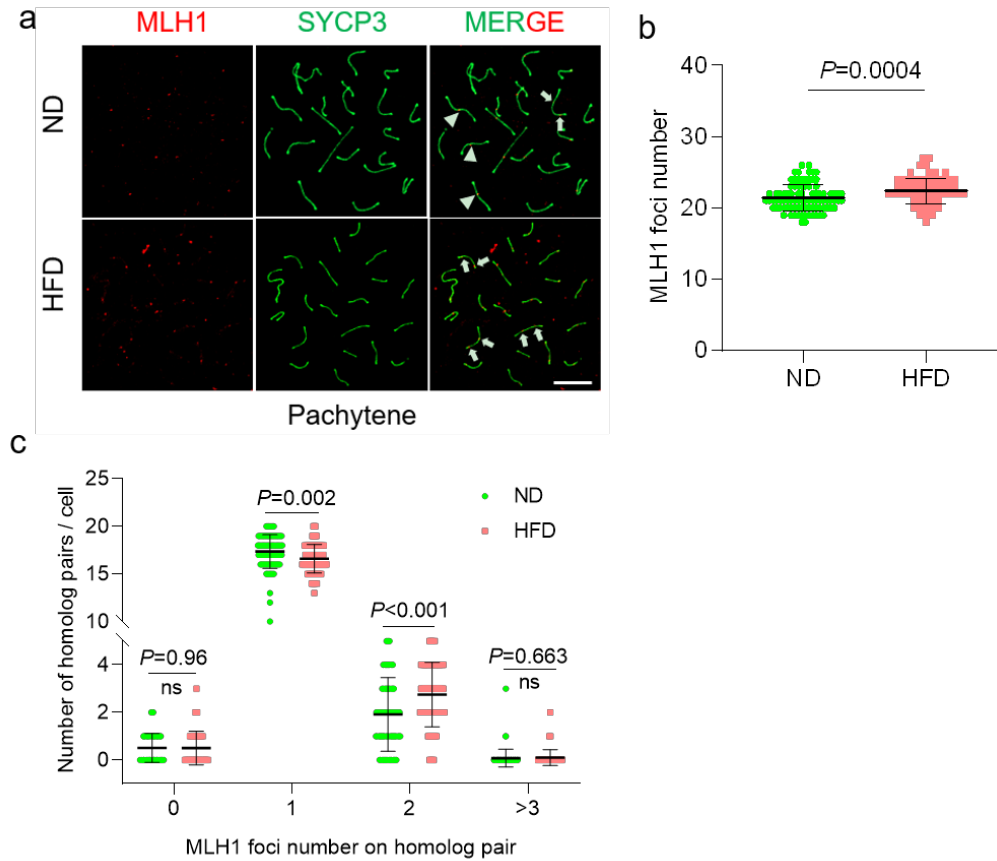

**Figure S3. Obesity induces aberrant meiotic crossover formation in fetal oocytes. a,** Chromosome spreads of fetal oocytes from E18.5 ND and HFD mice were immunostained for SYCP3 (green) and MLH1 (red) at the pachytene stage. While arrowheads indicate a single MLH1 signal on a homologous pair, arrows indicate multiple MLH1 signals on a homologous pair. **b,** Quantification of MLH1 foci number per cell at the pachytene stages. **c,** Distribution of MLH1 foci at different homologous pairs in ND and HFD fetal oocytes ( $n = 91$  oocytes for ND and  $n = 90$  oocytes for HFD, for each group, three mice were analyzed). Data are presented as means  $\pm$  SD. Statistical analysis was performed using a two-tailed Student's *t*-test. Significance was set at  $P$ -value  $<0.05$ . "n.s." indicating no statistical significance.

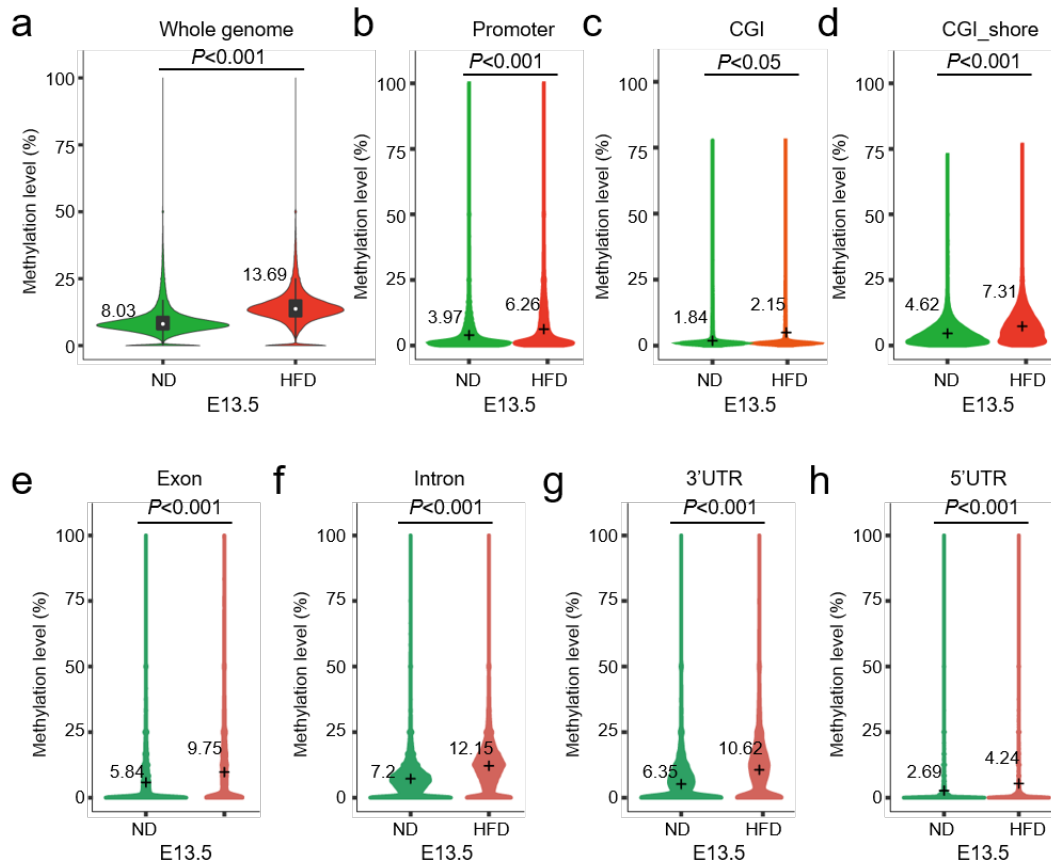

**Figure S4. Global DNA hypermethylation across different genomic features in HFD fetal oocytes.** **a**, Average methylation levels in the genome of fetal oocytes at E13.5. **b-h**, Violin plots displaying methylation levels for different genomic features, including promoters (**b**), CGI (**c**), CGI shore (**d**), exon (**e**), intron (**f**), 3'UTR (**g**) and 5'UTR (**h**) in E13.5 fetal oocytes. The mean methylation levels are denoted by numerical values and black crosses. Statistical analyses were conducted using a bootstrap test.

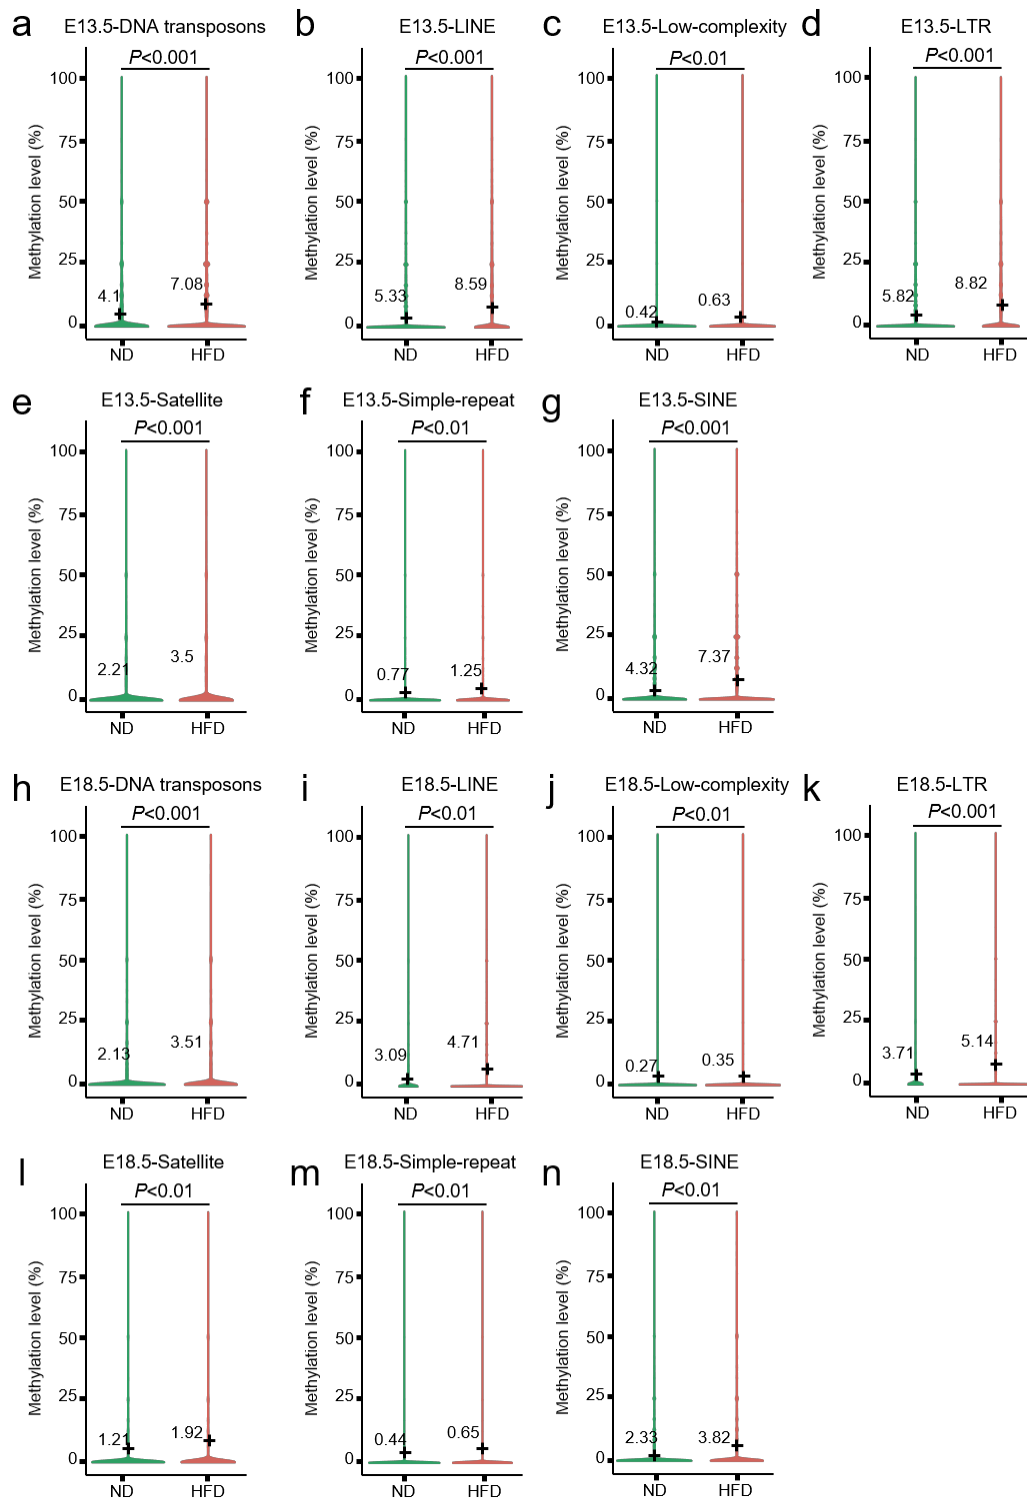

**Figure S5. Global DNA hypermethylation across different repetitive elements in oocytes from HFD fetuses.** Violin plots illustrating the methylation levels of major repetitive elements in fetal oocytes from ND and HFD mice at E13.5 (**a-g**) and E18.5 (**h-n**), respectively. Mean methylation levels are indicated by the numerical value and a black cross. Statistical analyses were performed using a bootstrap test.

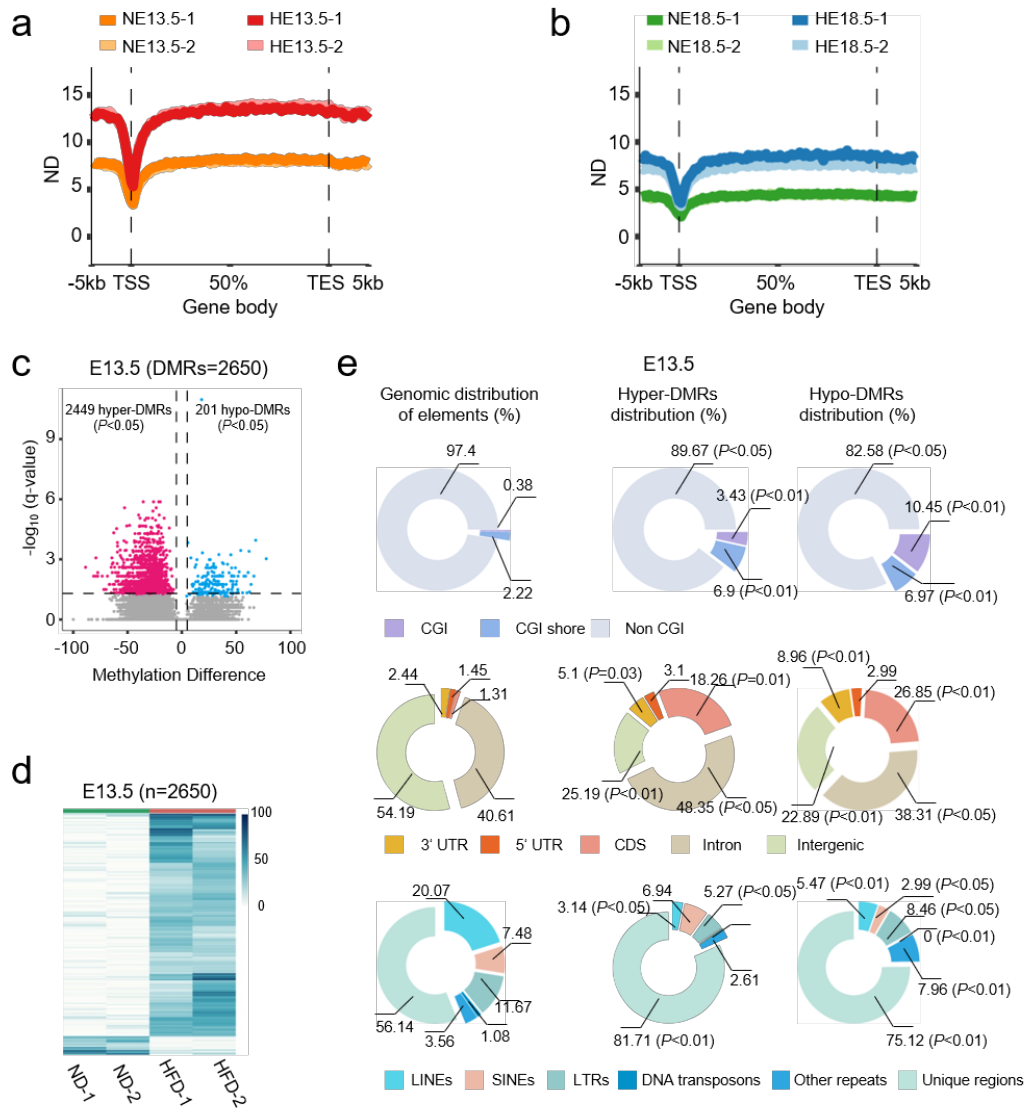

**Figure S6. DNA methylation aberrations in fetal oocytes.** **a, b,** Average DNA methylation levels (CpG sites) along gene bodies, 5 kb upstream of transcription start sites (TSSs), and 5 kb downstream of transcription end sites (TES) of all RefSeq genes across different samples. **c,** Volcano plot depicting the results of DNA methylation microarray analysis in fetal oocytes from ND and HFD backgrounds at E13.5. Dots positioned in the upper left corner represent significantly hypermethylated probes, while those in the upper right corner represent significantly hypomethylated probes with a statistical significance of  $P < 0.05$  and a fold change  $>1.5$ . **d,** Heatmap visualization illustrating DMRs in ND and HFD fetal oocytes at E13.5, where each line represents a distinct DMR. High methylation levels are denoted in blue, while low methylation levels are depicted in white. **e,** The relative proportion of DMRs among

CpG Islands (CGIs) and CGI shores (top), the relative proportion of DMRs among coding and noncoding regions (middle), and the relative proportion of DMRs among distinct sequence and repetitive elements throughout the genome (bottom). Fisher's exact test was employed to assess potential enrichment or depletion of DMRs relative to the genomic distribution of these elements: significance was set at P-value <0.05.

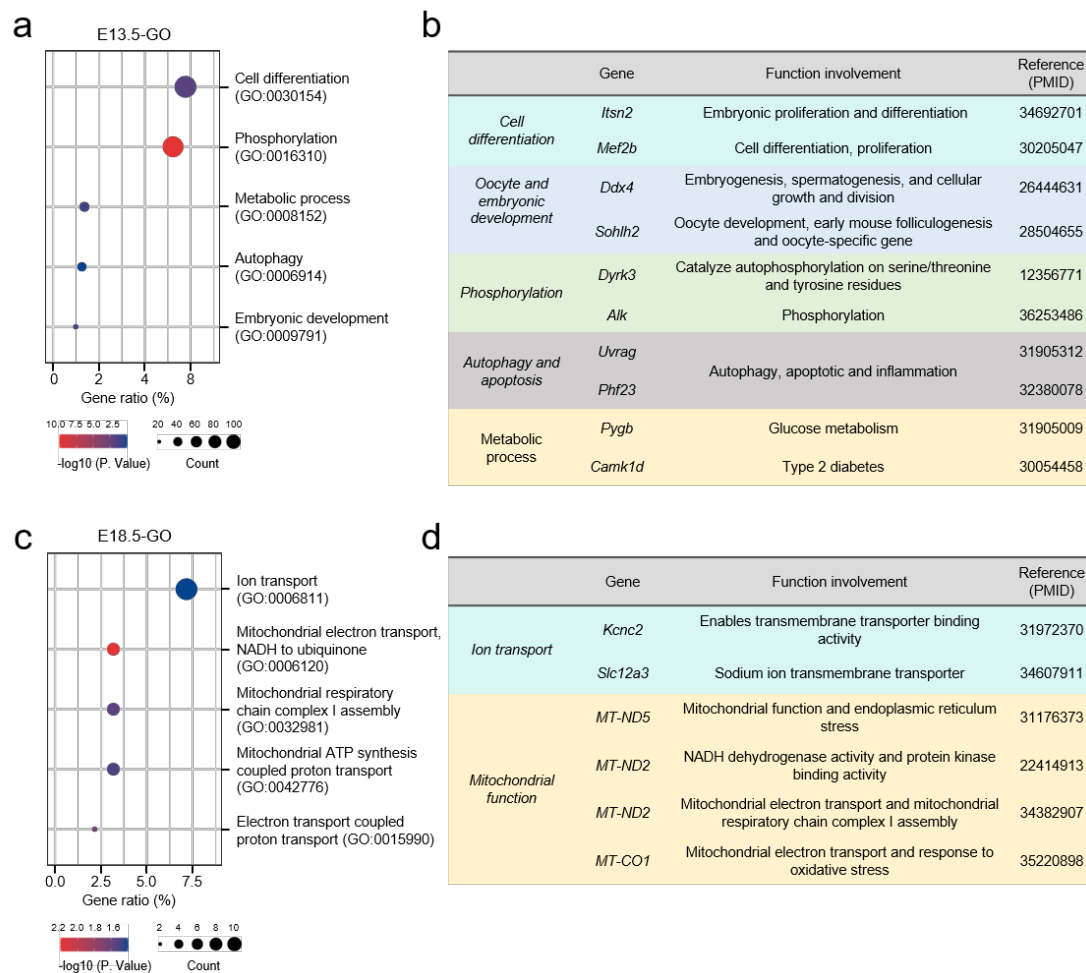

**Figure S7. GO enrichment analysis of DMRs.** **a, c**, GO enrichment analysis results for DMRs in E13.5 and E18.5 fetal oocytes. **b, d**, Function and reference display of selected genes associated DMRs.

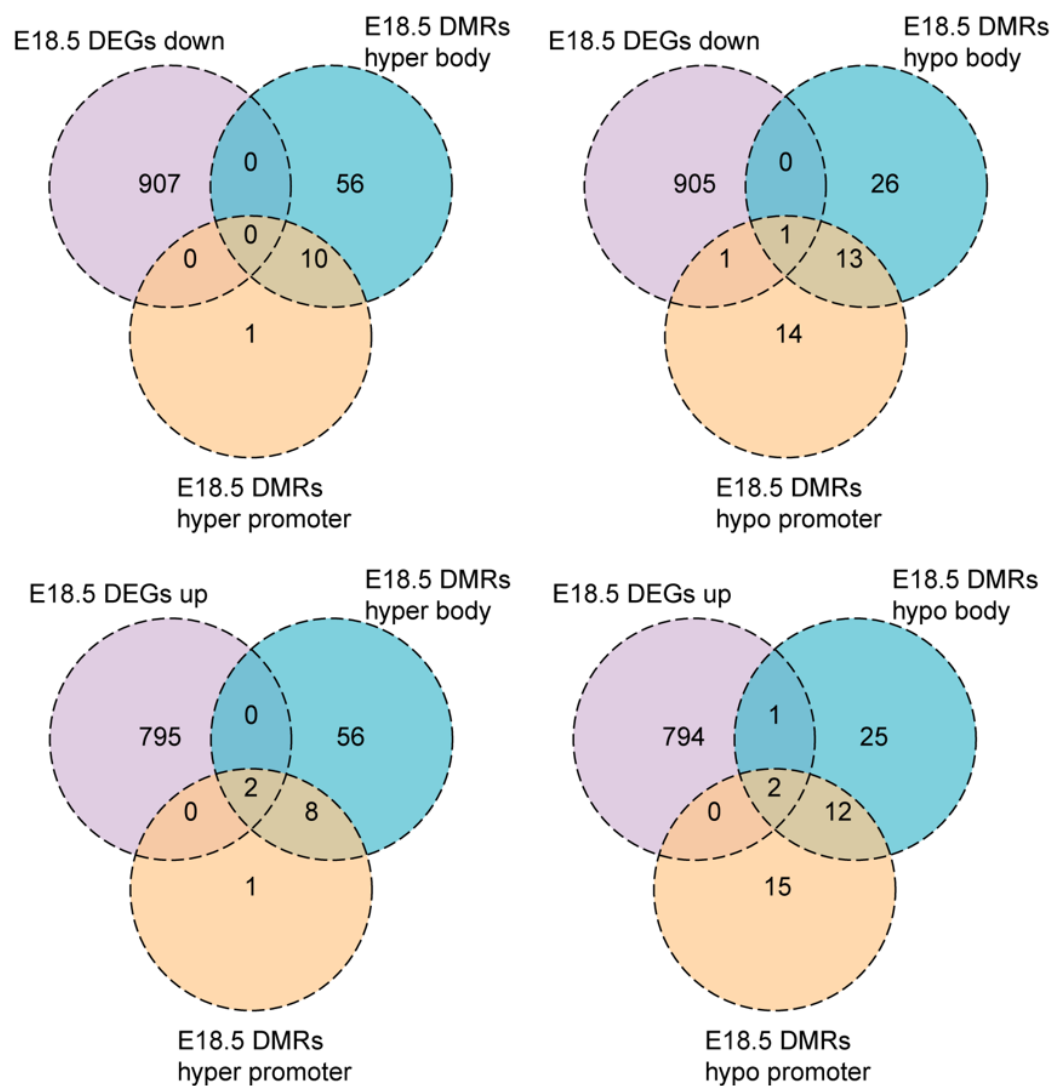

**Figure S8. Venn diagrams showing the overlap between differentially expressed genes and the genes with hypo-/hyper-methylated regions in E18.5 PGCs.**

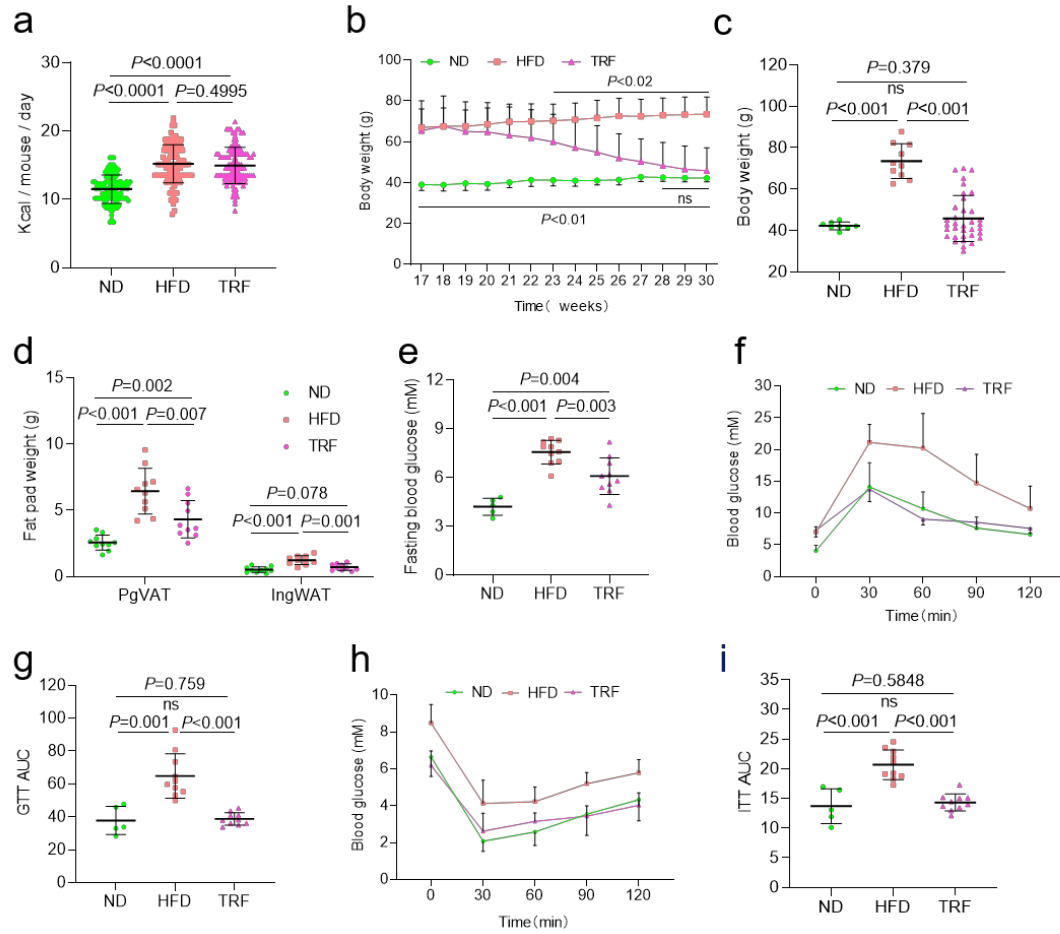

**Figure S9. TRF enhances glucose metabolism in HFD-induced obese mice.** **a**, Daily average food intake in mice under ND, HFD, and TRF conditions ( $n = 12$  for each group). **b**, Weekly body weights of mice in ND, HFD, and TRF groups after initiating the TRF protocol ( $n = 8$  for ND,  $n = 10$  for HFD,  $n = 35$  for TRF). **c**, The final weight of each group of mice. **d**, After TRF, measurements of pgVAT and ingWAT fat mass in each group ( $n = 10$  in each group). **e-i**, Assessment of blood glucose levels in mice after an 8-hour fast (**e**) fasting blood glucose ( $n = 5$  for ND mice,  $n = 10$  for HFD mice,  $n = 10$  for TRF), blood glucose levels during GTT and calculation of AUC (**f**, **g**), blood glucose levels during ITT and calculation of AUC (**h**, **i**) ( $n = 5$  for ND,  $n = 10$  for HFD,  $n = 10$  for TRF). Data presented as mean  $\pm$  SD. Student's  $t$ -test (two-tailed) was employed for statistical analysis. Significance was set at  $P$ -value  $< 0.05$ . "n.s." indicating no statistical significance.

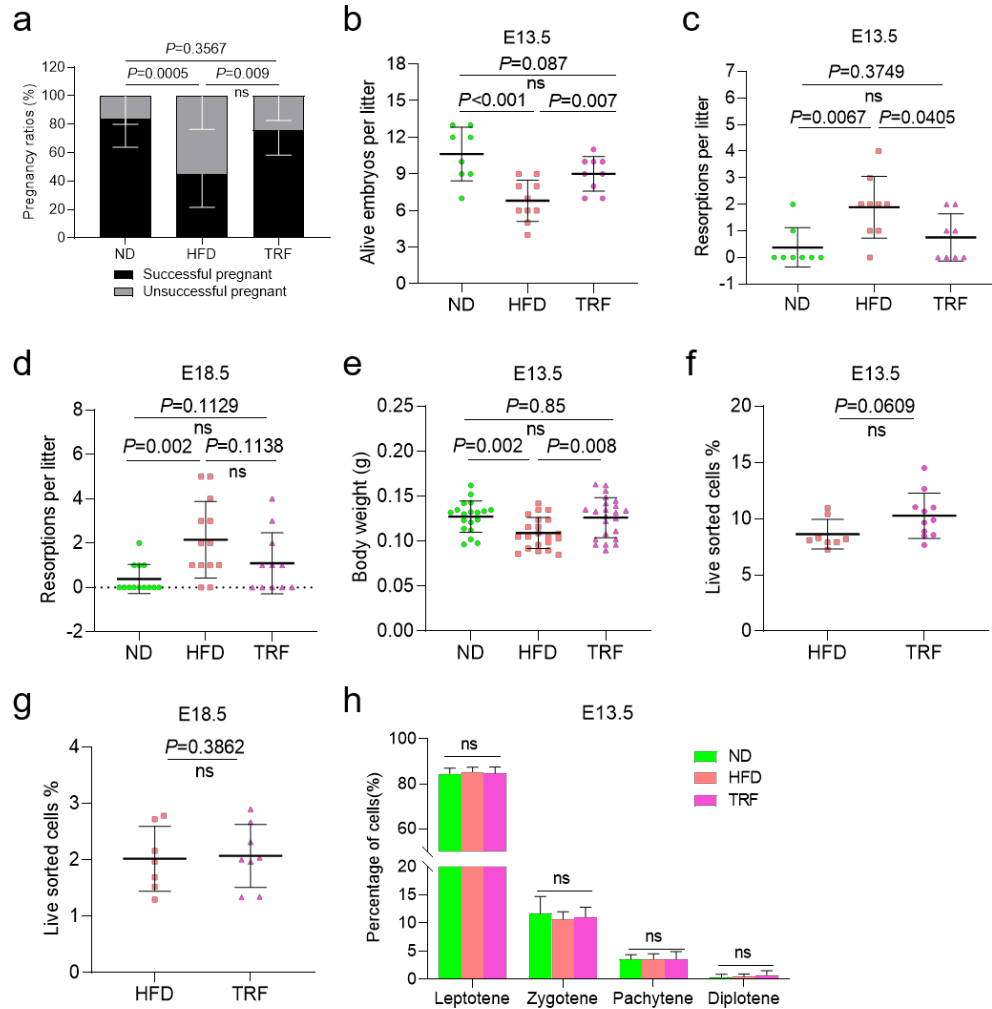

**Figure S10. TRF enhances fetal development in HFD-induced obese mice.** **a**, Assessment of pregnancy rates in each group of mice (n = 13 for ND, n = 9 for HFD, n = 8 for TRF). **b**, Evaluation of fetal development in surviving embryos at E18.5. TRF improved the rate of viable fetuses in HFD mice (n = 8 for ND, n = 10 for HFD, n = 9 for TRF). **c, d**, Reduction in fetal absorption rate in HFD mice at E13.5 and E18.5 with TRF. **e**, Assessment of fetal body weight at E13.5. **f, g**, Quantification of the number of SSEA-1<sup>+</sup> oocytes in each fetus at E13.5 and E18.5 (n = 8 for HFD and n = 11 for TRF at E13.5, n = 7 for HFD and n = 8 for TRF at E18.5). **h**, Analysis of meiotic stages frequencies in ND (n=535), HFD (n=592) and TRF (n=534) fetus oocytes at E13.5. A minimum of three mice were analyzed for each group. Data represented as mean  $\pm$  SD. Student's *t*-test (two-tailed) was applied for statistical analysis. Significance was set at P-value <0.05. "n.s." indicating no statistical significance.

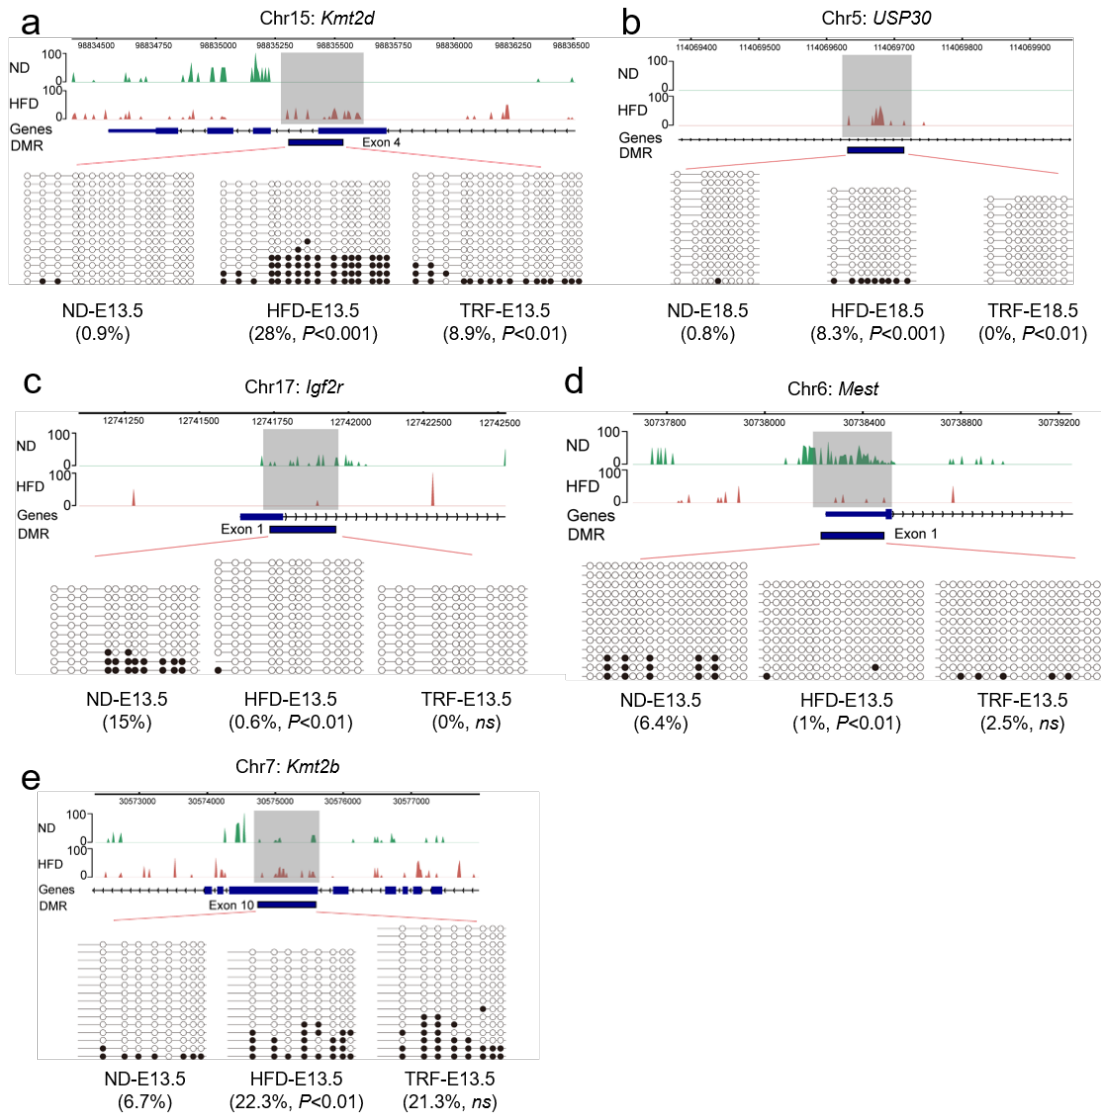

**Figure S11. Impact of HFD and TRF on methylation patterns of fetal oocytes in HFD mice.**

Graphical depiction of methylation patterns at different genomic loci in ND, HFD, and TRF fetal oocytes. The region enclosed by the gray box was selected for further validation. BS-seq analysis confirming the methylation status of *kmt2d*, *USP30*, *Mest*, *Igf2r*, and *Kmt2b* in ND, HFD, and TRF fetal oocytes. Open and filled circles represent unmethylated and methylated CpGs, respectively. Percentages of methylated CpGs are displayed beneath each panel. Significance was set at P-value  $< 0.05$ . "n.s." indicating no statistical significance.

**Table S1****Identified 1704 DEGs between ND and HFD fetal oocytes at E18.5.**

**Table S2**

Methylation levels of genomic elements in ND and HFD fetal oocytes (E13.5)

**Table S3**

Methylation levels of genomic elements in ND and HFD fetal oocytes (E18.5)

**Table S4**

**Identified 2449 hyper-DMRs between ND and HFD fetal oocyte at E13.5.**

**Identified 201 hypo-DMRs between ND and HFD fetal oocyte at E13.5.**

**Identified 63 hyper-DMRs between ND and HFD fetal oocyte at E18.5.**

**Identified 28 hypo-DMRs between ND and HFD fetal oocyte at E18.5.**

Table S5

Primer sequences of genes for Bisulfite sequencing

F1: outer forward; R1: outer reverse; F2: inner forward; R2: inner reverse

---

F2: 5'–AGGTTTTTTTGTTGATGTGTTTT–3'

313

R2: 5'–CCAAACCTAATAACCTAAATTCAA–3'

---

How the deposited data were processed for this re-analysis (not part of the article)

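RNA of E18.5 fetal oocytes was measured in 2 samples from ND mothers and 2 samples from HFD mothers, each a pool of 300 oocytes from 10 fetuses amplified with SMART‐Seq2. The authors trimmed the reads with Trim Galore, aligned them to mm10 with HISAT2 and counted them on genes with featureCounts. The files hold raw counts, one library each, on Ensembl gene identifiers. The paper's text does not name the annotation release, the strand setting or the handling of reads that align to several places. Gene names, positions and exon lengths came from GENCODE M21, and 260 identifiers were not listed there. Total counts per library were 8223255, 7815015, 6456825 and 5723605, and 3 counts correspond to 0.365, 0.384, 0.465 and 0.524 CPM. Intervals and floors cover counting error only.

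Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The diets were compared with edgeR's quasi‐likelihood fit and test (legacy FALSE, robust FALSE) after TMM normalization and filterByExpr, which kept 19335 genes, with Benjamini‐Hochberg adjustment, at an adjusted p under 0.05 and a fitted fold change over 1.5. This comparison, the gene lists and the alternatives called set below were fixed before the data were examined. The installed edgeR runs the legacy fit by default. That fit was run on these counts before the fit reported here and its number of calls was known, so it is given as an alternative chosen after the data were seen. The alternatives set were other normalizations (RLE, library size only), other filters (no filter, at least 10 counts in every sample), DESeq2 on all genes, DESeq2 on the filterByExpr genes, limma‐voom, a replicate block in edgeR and in DESeq2, no fold change minimum, and each library left out in turn. In addition, 46 settings of DESeq2's filter on low counts and dispersion trend were tried after the data were seen and with the counts of the paper's Table S1 as the target. The parametric and local trends gave the same numbers under some of these filters. With 2 samples against 2 there are 3 splits into pairs, and no test on splits can give a share under 0.333.

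The functions were tested on simulated data with 200 of 19335 genes changed 8-fold, drawn among genes with higher counts. Where the dispersion was estimated, it followed a trend on abundance. At a dispersion of 0.2, edgeR recovered 167 of the changed genes with 12 false calls, its legacy fit 160 with 5, DESeq2 178 with 12 and limma‐voom 152 with 3. At the dispersion estimated from the 4 libraries, edgeR recovered 0 with 0 false calls, its legacy fit 0 with 2, DESeq2 40 with 223 and limma‐voom 0 with 0.

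Standard errors of log2 fold changes were taken as the size of the log2 fold change over the square root of F. Values per library are TMM‐normalized CPM. Named genes are every gene that the paper names from the RNA‐seq, the 3 genes with the largest share of counts in each library, and the 3 genes in each direction with the smallest p among those whose HFD values both lie on the same side of both ND values. Gene lists were written by hand after the paper's categories (oogenesis, DNA replication, DNA methylation, histone methylation, autophagy, chromosome segregation, double‐strand break repair, meiotic prophase I), with lists for germ cells, pregranulosa, stroma, endothelium, blood, macrophages, Y‐linked genes, Xist, housekeeping genes, mitochondrially encoded genes, ribosomal proteins, the genes of the paper's methylation assays and the genes the paper names. They were tested with limma's camera, with a preset correlation of 0.01, and also with fry. Gene ontology enrichment with DAVID was not repeated. Background was measured on 1093 olfactory receptor genes, a choice made after the data were seen. Principal components and distances used log2 CPM with a prior count of 2. Gene names of Table S1 were matched as printed, after 4 corrections of reading errors in the text of the supplement, and 1565 of 1704 were found. The bisulfite sequencing, the imaging and the time‐restricted feeding experiments were not analysed here. The values of 2 genes of these lists are not reported.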

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

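The tests of cell types were chosen after the marker counts had been seen. The signals below lie in genes that the paper's text does not name, and each exceeds the level in both ND libraries. The lists of markers were written before the counts were seen.

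Stromal markers summed to 7700 CPM in HFD replicate 2, against 2843 and 69.0 in the ND libraries and 2222 in HFD replicate 1. The most abundant were Col3a1 with 16987 counts, Col1a1 with 15691 and Postn with 7281 in HFD replicate 2. For stromal cells in the libraries, the largest number of stromal genes above the background limit in a library was 6 of 9, in HFD replicate 2 and in ND replicate 1, which is consistent with stromal cells in libraries of both diets. The list had an adjusted p of 0.102 (camera, higher in HFD). Stromal RNA remains a candidate source, and a biological difference between the diets was not tested apart from it.

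Pregranulosa markers summed to 1186 CPM in HFD replicate 2, against 50.1 and 422 in the ND libraries and 29.4 in HFD replicate 1. Amhr2 alone held 6372 of the counts in HFD replicate 2, and Fst 2990 of those in ND replicate 2. At most 4 of the 15 pregranulosa genes exceeded background in a library. A loss of some transcripts in a library is not excluded, so pregranulosa cells stay open as an explanation, and they cannot be told apart from transcripts caught in a single library. The adjusted p of the list was 0.947 (camera).

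Endothelial markers summed to 702.7 CPM in HFD replicate 1, against 27.6, 75.4 and 46.1 in ND replicate 1, ND replicate 2 and HFD replicate 2. Kdr held 4398 of these counts. At most 2 of the 7 endothelial genes exceeded background in a library, so that endothelial cells stay open for the same reason as above. The adjusted p of the list was 0.576 (camera).

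Macrophage markers summed to 25.3 CPM in HFD replicate 2, against 9.00 and 7.68 in the ND libraries and 12.2 in HFD replicate 1. At most 2 of the 8 macrophage genes exceeded background in a library, and macrophages likewise stay open. Over the 3 genes tested the adjusted p was 0.0297 (camera), which did not pass with fry (0.0904) or an estimated correlation (0.455). The highest count among them in HFD replicate 2 was 67, for Csf1r.

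Xist reached 558 CPM in HFD replicate 1, against 7.30, 4.48 and 6.12 in ND replicate 1, ND replicate 2 and HFD replicate 2, from 3605 counts against 60, 35 and 35. A Y‐linked list had 1, 0, 0 and 2 counts in the 4 libraries. No explanation of the Xist counts was tested, technical or biological.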

How the results depend on the processing

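The numbers of genes higher and lower in HFD were 0 and 0 in edgeR's quasi‐likelihood fit, and also with RLE normalization, with library size only, without a filter, with at least 10 counts in every sample, with limma‐voom, with a replicate block and with no fold change minimum. At an unadjusted p under 0.05 there were 2171 genes in the first of these fits and 750 with limma‐voom. DESeq2 gave 1360 genes higher and 1179 lower on all genes, 1039 and 1063 on the filterByExpr genes, and 373 and 658 with a replicate block. The legacy fit of edgeR, chosen after the data were seen, gave 12 and 22, of which 14 were shared with DESeq2 on all genes. The cause was not tested. On simulated counts with the dispersion trend of these libraries, DESeq2 recovered 40 of 200 genes changed 8-fold and made 223 false calls. There edgeR recovered 0 and made 0 false calls, so that its 0 calls on the real counts do not show that no gene changed. Splits of the real libraries without regard to diet gave 2480 and 2370 DESeq2 calls, which the simulation does not reproduce. Its 223 false calls are therefore no measure of the false calls in the real libraries. Over the 46 DESeq2 settings tried after the data were seen, the numbers ran from 718 to 1360 higher and from 644 to 1179 lower.

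Replicate numbers do not pair the samples: the difference between replicates 1 and 2 in ND correlated with that in HFD at 0.0112 across 19335 genes, so the block is not a matched comparison. The number of genes with a fitted fold change over 1.5 was 5669 higher and 5233 lower, and ran from 5252 to 7502 and from 4793 to 7064 across the 4 fits that each left out one library.

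Of the 33 fitted genes that the paper names, 6 changed sign with 1 library left out (Mettl25, Mettl5, Pak1, Pik3r1, Sirt2 and Sycp2), 14 changed sign or fell under a fold change of 1.5, and 16 kept an absolute log2 fold change over 2. DESeq2 on all genes called 34 of the 36 named genes and DESeq2 on the filterByExpr genes 33, whereas 0 were called under RLE, library size only, no filter, at least 10 counts in every sample, limma‐voom, the edgeR block and the legacy fit.

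The share of the sum of squares between diets moved to 81.6% on the first component and 3.07% on the second with the 500 most variable genes, and to 21.9% on the second with each gene scaled to unit variance. The cause was not tested. The other shares on the first 2 components, and the ratio of distances, from 1.002 to 1.067, kept within 1.5 times, but with each gene scaled the diets were no longer the split with the highest ratio. The DNA replication list lost its threshold with an estimated correlation (adjusted p = 0.345) and with fry (0.0751). The oogenesis list passed it with the replicate block (0.042) and with DESeq2's Wald statistics (0.0023), and its adjusted p ran from 0.0023 to 0.584. The cause was not tested. The autophagy, chromosome segregation, DNA methylation, histone methylation, double‐strand break repair and meiotic prophase lists kept their side of the threshold under every alternative. Of the alternatives on the lists of cell types, other gene groups and genes chosen by the paper, 43 kept their side and 12 were weaker.

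Of the Table S1 genes, 1398 were called again with DESeq2 on all genes, 1446 with DESeq2 on the filterByExpr genes, 774 with its replicate block and 10 with the legacy fit, the last 3 settings for this result being added after the data were seen, against 0 with edgeR. The overlaps of higher genes with hyper‐DMR and hypo‐DMR genes and of lower genes with both were 6, 2, 1 and 1 with DESeq2 on all genes and 2, 3, 0 and 1 with the Table S1 genes, against 0 in each with edgeR. Genes high in one replicate and 0 in the other numbered 1047 in ND and 2193 in HFD at 1 CPM, and 15 and 18 at 50, since a lower minimum admits more genes.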

Differences from the paper's values

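The paper reports 797 upregulated and 907 downregulated genes, and the edgeR fit gave 0 and 0. Of the alternatives set before the data were examined, DESeq2 on the filterByExpr genes gave 1039 and 1063, within 1.5 times of the paper in both directions. On all genes DESeq2 gave 1360 and 1179, and with a replicate block 373 and 658, each within 1.5 times of the paper's 907 lower genes but not of its 797 higher genes. RLE, library size only, no filter, at least 10 counts in every sample, limma‐voom, the edgeR replicate block and no fold change minimum gave 0 and 0. The legacy fit of edgeR, chosen after the data were seen, gave 12 and 22. The paper's text names DESeq2 but not its filter on low counts or its dispersion trend. In 46 settings of these choices (row sum, mean, number of libraries with a minimum count, filterByExpr or no filter, with parametric, local or mean trends), which were tried after the values had been seen and with the paper's numbers as the target, none gave 797 and 907. Not all of the 46 settings were distinct, since the parametric and local trends gave the same numbers under some filters. With filterByExpr both trends gave 1039 and 1063. Of these settings, repeats included, 42 came within 1.5 times in both directions and 4 within 5%. The nearest were a local trend with a row sum of at least 11, which gave 796 and 946, of at least 9, which gave 812 and 953, of at least 15, which gave 763 and 923, and of at least 16, which gave 763 and 916. Also with a local trend, at least 2 counts in 3 libraries gave 757 and 903, and at least 5 counts in 2 libraries 761 and 900. These settings show that the paper's numbers can be approached, not which setting it used. On all genes, the DESeq2 log2 fold changes differed from those of the paper's Table S1 by a median of 0.00395.

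The overlap of upregulated genes with hyper‐DMR genes is about 2 in Fig. S8 of the paper, read by eye, and 0 with edgeR. The genes of Table S1 gave 2, and DESeq2 on all genes gave 6. With hypo‐DMR genes the paper has about 3 in Fig. S8, read by eye, and edgeR 0. The Table S1 genes gave 3, and DESeq2 on all genes gave 2, within 1.5 times. For downregulated genes with hypo‐DMR genes the paper has about 2 in Fig. S8, read by eye, and edgeR 0. DESeq2 on all genes gave 1 and the Table S1 genes gave 1, and no alternative set before the data were examined closed the gap. The single Table S1 gene here, mt-Co1, was matched after a reading error in the supplement's text was corrected once the overlap had been seen, and the number was 0 before.

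The paper states that the 36 named genes change between the diets, and 0 passed the threshold with edgeR. DESeq2 on all genes called 34, without Aurka and Ddx4, and DESeq2 on the filterByExpr genes called 33, without Mettl15, Xlr5c and Mettl18. DESeq2 with the replicate block called 24. Of the 46 settings tried after the values had been seen, not all of them distinct, 39 called Ddx4 and 38 called Aurka. Between 24 and 36 of the named genes were called in each.

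The paper describes the libraries as clustered by diet in the PCA, whereas the difference between diets made up 45.2% of the sum of squares on the first component and 46.1% on the second, and the mean distance between diets was 1.03 times that within diets. With the 500 most variable genes, an alternative set beforehand, the first component held 81.6% of its sum of squares between diets, which goes with the paper's description. It describes reduced expression of genes for double‐strand break repair, where 18 listed genes were higher and 19 lower. It names DNA replication among the categories of upregulated genes, where 22 of 29 tested genes of the list were lower. It names histone methylation among the categories of downregulated genes, where 13 listed genes were higher and 11 lower. The list counts cover every tested gene of lists written by hand, whereas the paper's categories come from enrichment among the genes it called. Its statement on repair concerns key genes. A category can be enriched among upregulated genes while most listed genes are lower, so these counts do not contradict the paper.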

Other observations

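The tests of other splits, of male cells and of blood were chosen after the results had been seen. The tests of shuffled values, length, GC content, library size, abundant genes, even background, misplaced reads and pseudogene parents were written down before they were run.

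DESeq2 on all genes called 2539 genes between the diets. Shuffling the 4 normalized values within each gene, separately for every gene and without regard to diet, gave a median of 2459 calls over 20 draws, from 2409 to 2501, or 96.8% of the real number at the median. The real number lies above every draw, by 38 calls over the largest, which under the rule written beforehand would have counted against transcripts caught in some libraries and not in others. But shuffling each gene separately removes the correlation between genes and narrows the draws, since a split of the real libraries without regard to diet gave 2370 calls, fewer than any draw. Such transcripts and a difference between the diets therefore cannot be told apart by this test. Removing a smooth trend on exon length in each library left 2531 calls (2509 shared with the original), removing one on GC content left 2504 (2488 shared), thinning every library to 5723605 counts left 2501 (2491 shared), and leaving out the 50 most abundant genes of each library, 160 in all, left 2507 (2442 shared). None of these 4 corrections explains the whole pattern. Transcripts caught in some libraries stay open, and so does a biological difference between the diets.

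The diets gave the most DESeq2 calls of the splits of the 4 libraries into pairs, 1 of 3 splits with as many, and this share cannot fall under 0.333. The other splits gave 2480 calls for replicates 1 against replicates 2 and 2370 for the remaining one. At an unadjusted p under 0.05 in edgeR, the diets gave 2171 genes and the others 1966 and 1808, again 1 of 3 splits with as many. The legacy fit gave 34, 0 and 3. The diets and a random grouping cannot be told apart with 3 splits.

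Reads lay on olfactory receptor genes in every library, with 0.0911% to 0.182% of all counts. Exon length and count correlated across these genes at a Spearman's rho of at least 0.424 in every library, where genes are not independent replicates, which is consistent with genomic DNA or another even background. Reads misplaced from expressed genes would gather on a few genes, and the top 5% of these genes held 16% to 33.3% of their reads, where the longest 5% hold 12% of the length. This stays under the limit of 50% written beforehand, which argues against misplaced reads as the whole source, while a part of the reads, most of all in HFD replicate 1, is not excluded. DNA or RNA of male cells would place reads on Y‐linked genes, but these had 0.864% of the reads their length predicts. A difference between diets was not tested for this background.

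Of the 50 genes with the smallest p, 16 (32%) were annotated as pseudogenes, against 3.45% of the genes tested (Fisher's exact p = 5.56e-12, two‐sided). For 15 of them a protein‐coding parent gene was also tested, 13 different parents in all, and 12 parents (92.3%) changed in the same direction, which is consistent with reads shared with the parent gene. These genes were chosen for their small p, so their own changes are not independent of the comparison of diets.

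Haemoglobin reads appeared in ND replicate 1, with 7350 counts of Hbb-bs, 5879 of Hba-a1 and 2979 of Hbb-bt, against at most 3 counts of each in the other libraries. Only 3 of the 6 blood genes exceeded background in that library, with Alas2 at 11 counts. Red blood cells in that library stay open as an explanation, since a loss of some transcripts in a library is not excluded. No biological explanation was tested.

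Among other lists, the germ cell list had 11 genes higher and 5 lower (adjusted p = 0.431 from camera), with 6 of its genes also in the meiotic prophase list, and the housekeeping list 5 higher and 7 lower (adjusted p = 0.572). Mitochondrially encoded genes had 3 higher and 10 lower (adjusted p = 0.113), and ribosomal protein genes 28 higher and 49 lower (adjusted p = 0.0297), which did not pass with fry (0.723) or an estimated correlation (0.744). The 8 genes of the paper's methylation assays were all lower (adjusted p = 0.0052, and 0.161 with fry), from -0.32 for Igf2r to -6.49 for Mest, with 0 passing over all genes tested and 2 at an unadjusted p under 0.05. The lists of genes that the paper names had adjusted p of 7.84e-08 and 6.13e-11 from camera, and 0.0751 and 0.0904 from fry; they were chosen by the study on these libraries. The blood, Y‐linked and Xist lists had fewer than 2 tested genes and were not tested.

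The genes with the largest shares of counts were Gm10800 in both ND libraries, with 2.14% and 2.23%, and in HFD replicate 2, with 6.36%, and the ribosomal RNA CT010467.1 in HFD replicate 1, with 3.74%. In HFD replicate 1 this gene had 241477 counts against 8907 in HFD replicate 2, and 1492 and 3245 in the ND libraries. The mitochondrial ribosomal RNA mt-Rnr2 took 3.61% of the counts in HFD replicate 1 and 2.69% in HFD replicate 2, mt-Nd1 1.48% and 2.06% in the ND libraries, mt-Cytb 1.34% in ND replicate 1, Rpl4 1.13% in ND replicate 2 and Gm10801 1.46% in HFD replicate 2.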
